# The N-terminus of *Stag1* is required to repress the 2C program by maintaining rRNA expression and nucleolar integrity

**DOI:** 10.1016/j.stemcr.2023.09.004

**Published:** 2023-10-05

**Authors:** Dubravka Pezic, Samuel Weeks, Wazeer Varsally, Pooran S. Dewari, Steven Pollard, Miguel R. Branco, Suzana Hadjur

## Abstract

Our understanding of how STAG proteins contribute to cell identity and disease have largely been studied from the perspective of chromosome topology and protein-coding gene expression. Here, we show that STAG1 is the dominant paralog in mouse embryonic stem cells (mESCs) and is required for pluripotency. mESCs express a wide diversity of naturally occurring *Stag1* isoforms, resulting in complex regulation of both the levels of STAG paralogs and the proportion of their unique terminal ends. Skewing the balance of these isoforms impacts cell identity. We define a novel role for STAG1, in particular its N-terminus, in regulating repeat expression, nucleolar integrity, and repression of the two-cell (2C) state to maintain mESC identity. Our results move beyond protein-coding gene regulation via chromatin loops to new roles for STAG1 in nucleolar structure and function, and offer fresh perspectives on how STAG proteins, known to be cancer targets, contribute to cell identity and disease.

## Highlights

• STAG1 is the dominant paralog in mESCs and is required for pluripotency
• mESCs express diverse natural *Stag1* isoforms which together control stem cell identity
• The STAG1 N terminus regulates nucleolar structure and function
• mESCs with N-terminally truncated *Stag1* transcripts convert into 2C-LCs

## Introduction

Cohesin is a ubiquitously expressed, multi-subunit protein complex that has fundamental roles in cell biology including sister chromosome cohesion, chromatin topology, and regulation of cell identity (Cuartero et al., 2018; Horsfield et al., 2007; Kline et al., 2018; Leiserson et al., 2015; Romero-Pérez et al., 2019; Viny et al., 2019). Much of our understanding of how cohesin contributes to cell identity has been studied in the context of its roles in protein-coding gene expression and three-dimensional organization of interphase chromatin structure (Hadjur et al., 2009; Kagey et al., 2010; Mishiro and Tsutsumi, 2009; Misulovin et al., 2007; Parelho et al., 2008; Phillips-Cremins et al., 2013; Rao et al., 2014; Vietri Rudan et al., 2015; Wendt et al., 2008). Indeed, loss of cohesin and its regulators results in a dramatic loss of chromatin topology at the level of topologically associated domains (TAD) and chromatin loops, albeit with modest changes to gene expression (Haarhuis et al., 2017; Rao et al., 2017; Schwarzer et al., 2017; Seitan et al., 2013; Sofueva et al., 2013; Wutz et al., 2017; Zuin et al., 2014). This suggests that cohesin’s roles in development and disease extend beyond gene expression regulation and highlight the need to re-evaluate how cohesin regulators shape the structure and function of the genome.

The association of cohesin with chromosomes is tightly controlled by several regulators, including the stromalin antigen protein (known as STAG or SA), which has been implicated in cell identity regulation and disease development (Cuadrado et al., 2019; Lehalle et al., 2017; Leiserson et al., 2015; Soardi et al., 2017; Viny et al., 2019; Yuan et al., 2019). STAG proteins interact with the RAD21 subunit of cohesin and mediate its association with DNA and CTCF (Hara et al., 2014; Li et al., 2020; Orgil et al., 2015; Xiao et al., 2011). Mammalian cells express multiple STAG paralogs, which have >90% sequence conservation in their central domain yet perform distinct functions (Canudas and Smith, 2009; Kojic et al., 2018; Remeseiro et al., 2012a; Winters et al., 2014). It is likely that the divergent N- and C-terminal regions provide functional specificity. For example, the N-terminus of STAG1 contains a unique AT hook (Bisht et al., 2013) that is required for its preferential participation in telomere cohesion (Canudas and Smith, 2009). Why cells have so many STAG proteins and the specific functions that each STAG protein performs to support a given cell state is poorly understood.

The nucleolus is a multifunctional nuclear compartment that coordinates ribosome biogenesis with cell-cycle control and mRNA processing (Boisvert et al., 2007). It forms through self-organization of its constituent proteins and the rDNA gene clusters into a tripartite, phase-separated condensate (Feric et al., 2016; Yao et al., 2019), which is intimately connected to overall nuclear organization (Padeken and Heun, 2014). In line with its liquid-like properties, the nucleolus is itself plastic, undergoing dramatic changes in response to cell cycle, metabolic, or developmental cues. For example, functional nucleoli play an important role in the control of cell identity during early mouse development (Kresoja-Rakic and Santoro, 2019). Two-cell (2C) stage totipotent embryos from mice exhibit “immature” nucleoli with poorly defined structure and low levels of perinucleolar heterochromatin (Aguirre-Lavin et al., 2012; Fulka et al., 2020). This global chromatin accessibility contributes to the expression of the 2C-specific transcription factor DUX and the subsequent activation of MERVL elements (Ishiuchi et al., 2015; Xie et al., 2022). As the mouse embryo reaches the eight-cell stage, cells harbor fully mature phase-separated nucleoli, defined heterochromatin around the nucleolar periphery (Németh et al., 2010), and robust rRNA expression, all of which are essential for cells to commit to differentiation (Gupta and Santoro, 2020; Kresoja-Rakic and Santoro, 2019). In contrast, mouse embryonic stem cells (mESCs) exhibiting nucleolar stress lead to conversion to 2C-like cell (2C-LC) identity *in vitro* (Grow et al., 2021) and nucleolar proteins that control rRNA transcription and processing are essential for 2C-LC repression (Sun et al., 2021), highlighting the tight relationship between rRNA levels, nucleolar structure, and cell identity.

It is known that cohesin is necessary for nucleolar integrity in yeast. Core cohesin subunits have been shown to bind to the non-transcribed region of the rDNA locus (Laloraya et al., 2000) and the 35S and 5S genes form loops that are dependent on Eco1, the cohesin subunit known to acetylate Smc3 and thus stabilize cohesin rings on chromatin (Harris et al., 2014). Consequently, yeast with Eco1 mutations exhibit disorganized nucleolar structure and defective ribosome biogenesis.

Here, we sought to understand how STAG proteins and their divergent ends influence cell identity. We reveal a novel role for STAG1, and in particular its unique N-terminal end, in regulating nucleolar integrity and 2C repression to maintain mESC cell identity. Our results offer fresh perspectives on how STAG proteins, known to be pan-cancer targets (Leiserson et al., 2015), contribute to cell identity and disease. STAG1 binds to repeats associated with nucleolar structure and function including rDNA and LINE-1 and interacts with the Nucleolin/TRIM28 complex that resides within perinucleolar chromatin to maintain nucleolar integrity. Loss of STAG1 or specifically the N-terminus in mESCs leads to reduced nascent rRNA and LINE-1, nucleolar disruption, increased expression of DUX, and conversion of mESCs to 2C-LCs. In addition to presenting a new role for STAG1 in repeat regulation, nucleolar structure, and translation control, our results also reveal a previously unappreciated transcriptional diversity of *Stag1* in stem cells and highlights the complexity of cohesin regulation in mammalian cells. We show that cells change both the levels of STAG paralogs as well as the proportion of their unique terminal ends to control cell identity and point to the importance of the divergent, unstructured ends of STAG1 proteins in nuclear body structure and cell fate control.

## Results

### A functional change in cohesin regulation in cells of different potential

We analyzed the expression levels of cohesin regulators in mESCs by qRT-PCR in different pluripotent populations. During the transition between naive (2i mESCs) and primed epiblast-like pluripotent cells (EpiLCs) *in vitro*, levels of the core cohesin subunits *Smc1* and *Smc3* do not change, while *Stag1* becomes downregulated and *Stag2* becomes upregulated (Figures 1A, 1B, S1A, and S1B). This is supported by western blot (WB) analysis where we observe a 2- to 3-fold higher level of chromatin-associated STAG1 compared with STAG2 in naive (2i) mESCs, while STAG2 levels are 5- to 10-fold higher in EpiLCs (Figures 1B and S1C). These results, together with similar observations (Cuadrado et al., 2019), identify STAG1 as the dominant paralog in naive mESCs and suggest that a switch between *Stag1* and *Stag2* may represent a functionally important change in cohesin regulation at different stages of pluripotency.

**Figure 1:**
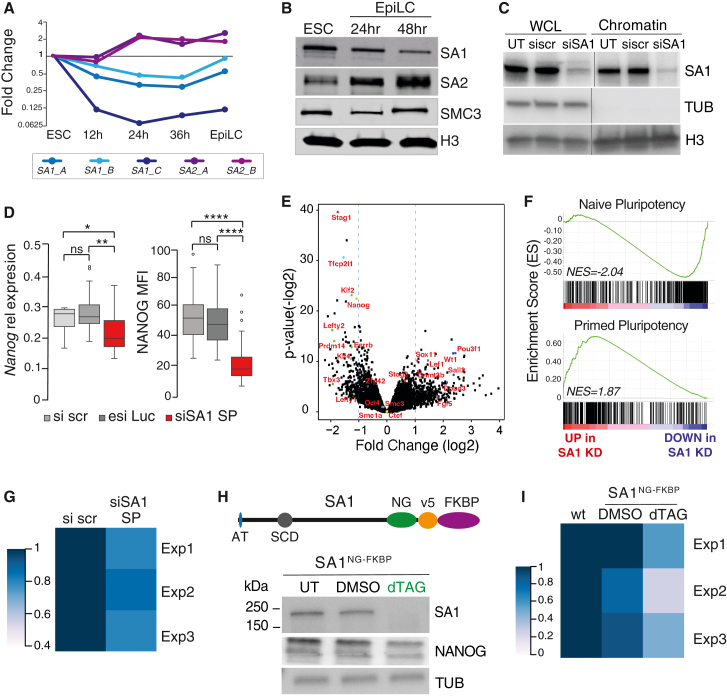
*Stag1* is required for naive pluripotency in mouse ESCs (A) Log2 fold change of *Stag1* (*SA1*) and *Stag* (*SA2*) gene expression assessed by qRT-PCR during *in vitro* mESC differentiation toward EpiLCs. Multiple primer pairs were used for *Stag1* (blue) and *Stag2* (purple) mRNA (see box). Data are derived from two independent replicates. (B) Whole-cell protein extracts (WCL) from naive mESCs and EpiLCs were analyzed by western blot (WB) for levels of SA1, SA2, and SMC3. H3 serves as a loading control. (C) WB analysis of SA1 levels in WCL and chromatin fractions upon treatment with scrambled control siRNAs (si scr) or SmartPool SA1 siRNAs (siSA1) for 24 h in naive mESC cells. Tubulin (TUB) and H3 serve as fractionation and loading controls. (D) Left: relative expression of *Nanog* mRNA by qRT-PCR in naive mESCs upon treatment with si scr, esiLuciferase control, or siSA1. Data are from eight independent replicates. Right, mean fluorescence intensity (MFI) of NANOG protein assessed by immunofluorescence (IF) in naive mESCs treated with same siRNAs as before. Cells were counterstained with DAPI. Data are n > 100 cells/condition across three independent replicates. Whiskers and boxes indicate all and 50% of values, respectively. The central line represents the median. Asterisks indicate a statistically significant difference as assessed using two-tailed t test. ^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005, ^∗∗∗∗^p < 0.0001; ns, not significant. (E) Volcano plot displaying the statistical significance (–log2 p value) versus magnitude of change (log2 fold change) from RNA-seq data produced in mESCs treated with si scr or siSA1 for 24 h. Data are from three independent replicates. Vertical blue dashed lines represent changes of 2-fold. Selected genes associated with cohesin, pluripotency, and differentiation have been highlighted in red. (F) Enrichment score (ES) plots from gene set enrichment analysis (GSEA) using curated naive or primed pluripotency gene sets (see experimental procedures). Negative and positive normalized enrichment scores (NES) point to the gene set being over-represented in the top-most down- or upregulated genes in *Stag1* KD mESCs, respectively. Vertical bars refer to individual genes in the gene set and their position reflects the contribution of each gene to the NES. (G) Area occupied by AP^hi^ colonies relative to total colony area in mESCs treated with si scr and si SA1 from 3 independent replicates where n > 50 colonies/condition were counted. (H) CRISPR-Cas9 was used to knock in a NeonGreen-v5-FKBP tag on both alleles of endogenous *Stag1* at the C-terminus (SA1^NG−FKBP^). The resultant STAG1 protein is 42 kDa larger. Shown also are known features of STAG1 including the N-terminal AT-hook (AT) and the stromalin-conserved domain (SCD). WB analysis of STAG1 and NANOG levels in a targeted mESC clone after treatment with DMSO or dTAG. Tubulin (Tub) serves as a loading control. (I) Area occupied by AP^hi^ colonies as above but in wild-type or SA1^NG−FKBP^ mESCs treated with DMSO or dTAG. Data are from three independent replicates where n > 50 colonies/condition were counted. See also Figure S1.

### STAG1 is required for pluripotency

To investigate the functional importance of *Stag1* in the regulation of pluripotency, we first established a *Stag1* knockdown (KD) (“siSA1,” experimental procedures) strategy using siRNAs. This resulted in a significant reduction of *Stag1* at the mRNA and protein levels (4- to 5-fold and 8- to 10-fold, respectively), in both serum-grown (FCS) and naive mESCs without affecting the cell cycle (Figures 1C and S1D–S1F). Using Nanog as a marker of naive pluripotency, we observed a significant downregulation of *Nanog* mRNA and protein levels within 24 h of *Stag1* KD in mESCs (Figures 1D and S1G), suggesting that *Stag1* may be required for pluripotency. Global analysis of the mESC transcriptome using RNA sequencing (RNA-seq) upon siRNA-mediated *Stag1* KD revealed that 375 genes were up- and 205 genes were downregulated by at least 2-fold (Figure 1E). 

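Serum-grown mESCs (mouse embryonic stem cells cultured with FCS and LIF) were transfected for 24 h with scrambled siRNA (scr) or with SP, the siRNA pool to *Stag1*, and RNA depleted of rRNA was sequenced. Replicate set 1 held 1 scr library and 3 SP libraries, numbered 1a, 1b and 1c, and sets 2 and 3 held 1 library of each kind. The paper's text does not name how libraries 1a, 1b and 1c differ. The authors aligned the reads to mm10 with hisat2, counted them per gene with featureCounts and deposited a pair of tables of normalized values. In the table of all sets, 18659 genes in 16 libraries, the reads of each library were divided by a DESeq2 size factor. In the table of set 1, 10741 genes in 4 libraries, values were CPM of the effective library size from edgeR. In both tables a gene's value was a whole multiple of the value of 1 read, and 100% of the values of the table of all sets came out as whole reads, so the reads behind each value could be recovered. The scr libraries of sets 1, 2 and 3 held 9695473, 35559861 and 40072547 reads on genes. SP libraries 1a, 1b and 1c held 12290678, 14040830 and 9023224 reads, and those of sets 2 and 3 held 32960532 and 41490212. *Rn45s*, the precursor of ribosomal RNA, took 69.2% to 79.1% of the reads in the 4 libraries of set 1 and 14.7% to 23.9% in the 12 libraries of sets 2 and 3. Without *Rn45s*, 1883691 to 4321867 reads per library remained in set 1 and 25978759 to 36332493 in sets 2 and 3. For the comparison over all sets, the values of 1a, 1b and 1c were averaged to 1 sample, and 3 SP samples were compared with 3 scr samples by limma on log2(value + 1), over the 15970 genes with a summed value of at least 10. On this scale the change of genes with low values is understated. Set 1 alone has 1 scr library, so its differences have no replicate check and are given without a p-value.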

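The normalized value of *Stag1* was 2001 ± 119 (SD, n = 3 sets) in scr and 459 ± 124 (SD, n = 3) in SP. Its log2 fold change was −2.15 (standard error 0.20, adjusted p = 0.225 from limma with Benjamini-Hochberg adjustment). In set 1, the mean of the 3 SP libraries was at least 2-fold above the scr library for 389 of 10741 genes and at least 2-fold below it for 216 genes. In each of the 3 SP libraries, 120 of these genes were up and 56 were down by at least 2-fold. With a pseudocount of 10 added to the values of that table, in place of none, the 389 and 216 genes became 3 up and 9 down. A pseudocount of this size hides by itself the changes of genes with values near or under 10, such as *Pou3f1* (2.82 in scr) and *Fgf5* (0.79). Over all sets, 638 genes were up and 201 were down by at least 2-fold, and 0 of them passed an adjusted p of 0.05 from limma with Benjamini-Hochberg adjustment. Among all 15970 genes, 84 had an unadjusted p under 0.05 and 0 passed the adjusted threshold. Among the alternatives, the number of upregulated genes ranged from 19 with a pseudocount of 10 to 1334 with a pseudocount of 0.1. With the replicate set as a block, 935 genes had an unadjusted p under 0.05, 0 passed the adjusted threshold, and the adjusted p of *Stag1* was 0.0534 (limma with Benjamini-Hochberg adjustment). Samples of the same set deviated together from their group means, with a mean correlation across 11057 genes of 0.80. In sets 2 and 3 fitted with the other siRNA libraries of those sets, 46 genes were up and 71 were down by at least 2-fold. In that fit, 1 gene, *Stag1*, passed the adjusted threshold without the block and 123 passed with it, where the mean correlation of same-numbered samples was 0.86. Across 11019 genes, the log2 fold change of SP in set 1 correlated with that in set 2 at r = 0.078 and with that in set 3 at r = 0.16, and sets 2 and 3 correlated at r = 0.38. Genes are not independent replicates, so these correlations carry no p-value.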

Among the downregulated group were genes known to have roles in the maintenance of pluripotency (i.e., *Nanog*, *Tbx3*, *Esrrb*, *Klf4*), while genes associated with exit from pluripotency (*Dnmt3b*, *Fgf5*) and differentiation (i.e., *Pou3f1*, *Sox11*) were upregulated (Figure 1E). 

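The values behind these genes are given from the table of all sets, with coordinates of GRCm38. *Nanog* (chromosome 6, 122707489 to 122714633) had a normalized value of 4096 ± 1710 (SD, n = 3) in scr and 2594 ± 524 (SD, n = 3) in SP, a log2 fold change of −0.59 (standard error 0.33). *Tbx3* (chromosome 5, 119670669 to 119684724) changed by −0.99 (standard error 0.91), *Esrrb* (chromosome 12, 86361117 to 86521628) by −0.65 (standard error 0.49) and *Klf4* (chromosome 4, 55527143 to 55532466) by −0.61 (standard error 0.59). *Dnmt3b* (chromosome 2, 153649450 to 153687730) changed by 0.33 (standard error 0.38) and *Fgf5* (chromosome 5, 98254184 to 98277030) by 0.44 (standard error 0.81). *Pou3f1* (chromosome 4, 124656807 to 124660655) changed by 0.75 (standard error 0.70) and *Sox11* (chromosome 12, 27334264 to 27342574) by 0.25 (standard error 0.42). The adjusted p of each of these genes was 1.00 from limma with Benjamini-Hochberg adjustment, so that none of these changes stood out from the spread between sets. With the replicate set as a block, where same-numbered samples correlated at 0.80, the standard error of *Nanog* fell to 0.16 and its adjusted p over all genes was 0.759 from limma with Benjamini-Hochberg adjustment. Adjusted over the 25 tested genes that the paper names or labels in Figure 1E, 1 gene (*Stag1*) passed 0.05 without the block. With the block 8 passed, namely *Stag1*, *Nanog*, *Tbx3*, *Esrrb*, *Klf2*, *Prdm14*, *Tfcp2l1* and *Zfp42*. Many of these genes are the paper's own calls on part of these data. Over all genes, edgeR's quasi-likelihood test on the recovered reads with the block, chosen after the data were seen, called 66 genes, among them *Nanog* (adjusted p = 0.0189), *Tbx3* (0.00584) and *Esrrb* (0.0159), each with Benjamini-Hochberg adjustment. In sets 2 and 3 alone, limma with the block called *Tbx3* (adjusted p = 0.0477) and *Tfcp2l1* (0.0190) over all genes, beside *Stag1* and *Lefty1*, which rose there by 0.63 (0.0115) and had fallen in set 1 (−1.16).

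In the mean of the 3 SP libraries of set 1, all 8 genes changed at least 2-fold in the direction given by the paper. The log2 fold changes there were −1.08 for *Nanog*, −1.93 for *Tbx3*, −1.26 for *Esrrb* and −1.28 for *Klf4*, and they were 1.11 for *Dnmt3b*, 1.84 for *Fgf5*, 2.45 for *Pou3f1* and 1.10 for *Sox11*. In SP library 1a alone, *Nanog* stood at 54.0 CPM against 98.1 in scr, *Dnmt3b* at 93.0 against 65.7 and *Fgf5* at 0.87 against 0.79. Each of these changes was under 2-fold, while *Pou3f1* stood at 7.84 against 2.82. In sets 2 and 3 the pluripotency genes fell as well. *Nanog* changed by −0.43 in set 2 and −0.26 in set 3, *Tbx3* by −0.52 and −0.51, *Esrrb* by −0.30 and −0.40, and *Klf4* by −0.03 and −0.51. *Fgf5* changed by −0.18 in set 2 and −0.34 in set 3, and *Sox11* by −0.22 and −0.11. *Dnmt3b* and *Pou3f1* rose in set 2 (0.10 and 0.21) and fell in set 3 (−0.22 and −0.40).

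**Figure D1:**
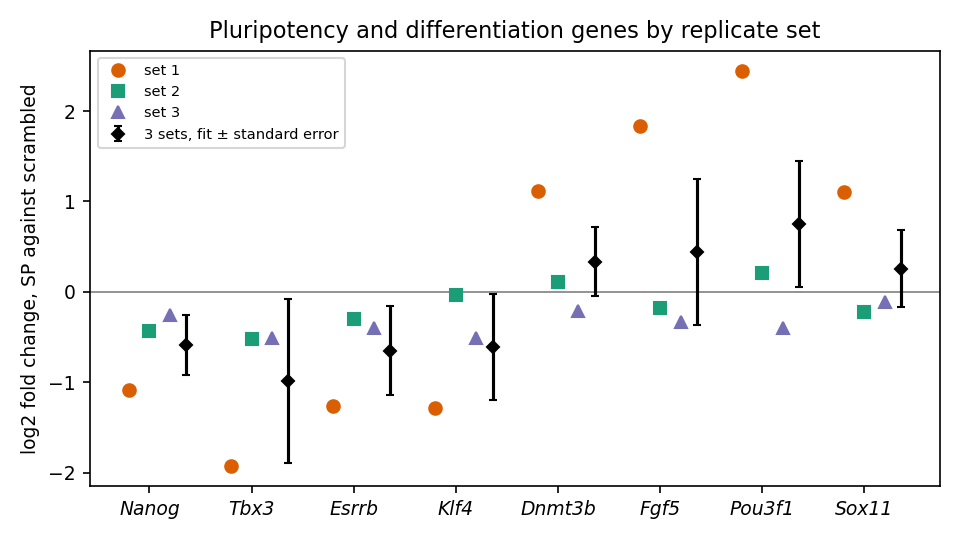
Log2 fold change of SP against scrambled siRNA (vertical axis) for 8 genes (horizontal axis) in each replicate set, with the estimate over the 3 sets and its standard error as a diamond with bars. Set 1 lies farthest from 0 for every gene, and the primed genes of sets 2 and 3 lie on both sides of 0.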

Gene set enrichment analysis (GSEA) (Mootha et al., 2003; Subramanian et al., 2005) confirmed a reproducible loss of naive pluripotency-associated gene signature and enrichment for genes associated with primed pluripotency upon *Stag1* KD (Figures 1F and S1H).

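Pre-ranked gene set enrichment (fgsea) was run on the log2 fold changes of SP against scr over the 3 sets. The paper's gene sets are not used here. Lists of commonly used naive markers (60 genes tested) and primed markers (55 genes tested) were written before the data were examined, so the scores cannot be set against those of Figure 1F. The naive list had a normalized enrichment score of −2.30 (Benjamini-Hochberg adjusted p = 2.05e-07 over 16 scores), and 50 of its 60 genes were lower in SP. The primed list had a score of 1.41 (adjusted p = 0.0777 from fgsea with Benjamini-Hochberg adjustment), and 40 of its 55 genes were higher. These p-values treat genes, not sets, as the units. The alternative that moved the naive score most was a ranking by the moderated t of the fit with the replicate set as a block, which gave −3.07. That ranking gave a primed score of 1.72, with an adjusted p of 0.0022 from fgsea with Benjamini-Hochberg adjustment. In the same fit, camera gave an adjusted p of 2.58e-14 for the naive list and 0.0048 for the primed list. The block leaves the log2 fold changes and their scores as they are, and same-numbered samples correlated at 0.80. In sets 2 and 3 alone the naive score was −2.08 and the primed score −1.20.

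By set, the mean log2 fold change of the naive list was −0.46 in set 1, −0.14 in set 2 and −0.24 in set 3. Among 10000 random lists of the same size matched on mean expression, the median of the naive list stood at percentile 0 in each set. The mean of the primed list was 0.72 in set 1 (percentile 100), 0.02 in set 2 (percentile 75.7) and −0.15 in set 3 (percentile 0.070). Within set 1 the primed mean was uneven, at 0.09 in SP library 1a, 0.45 in 1b and 0.94 in 1c. In the luciferase library of set 3 the primed list stood at −0.16 (percentile 0) and the naive list at −0.05 (percentile 0.020), so the fall of primed genes in SP of set 3 was no larger than in a control. These percentiles describe single pairs of samples and are no replicate test. From its own GSEA, the paper states both a reproducible loss of the naive signature and an enrichment of primed genes upon *Stag1* KD.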

The loss of the naive transcriptional program upon *Stag1* KD suggests that mESCs may require *Stag1* for the maintenance of self-renewal. To test this, we plated cells in self-renewal conditions at clonal density and determined the proportion of undifferentiated cells upon *Stag1* KD by measuring the area occupied by the colonies with high alkaline phosphatase activity (AP^hi^). In scrambled siRNA-treated controls, 52% of plated cells retain their naive state, identified by AP^hi^ colonies, which was not significantly different from untreated cells. Upon *Stag1* KD, both the proportion of AP^hi^ colonies and the area they occupy decreased by an average of 20% compared with siRNA controls, indicating that mESCs have a reduced ability to self-renewal in the absence of *Stag1* (Figures 1G and S1I).

We validated these observations by using CRISPR-Cas9 to knock in an mNeonGreen-FKBP12^F36V^ tag (Nabet et al., 2018) at the C-terminus of both alleles of the endogenous *Stag1* locus (SA1^NG_FKBP^) in mESCs (Figures 1H and S1J–S1L). Upon dTAG addition, STAG1 is robustly degraded in a SA1^NG_FKBP^ mESC clone (Figures 1H and S1L). As we had previously observed with siRNA treatment, dTAG-mediated degradation of STAG1 led to a reduction in NANOG protein (reduced by 24% compared with DMSO controls) (Figure 1H), and self-renewal potential was reduced by an average of 38% compared with DMSO-treated cells (Figure 1I). Together, our results are consistent with a requirement for STAG1 in the control of naive pluripotency.

### STAG1 localizes to both euchromatin and heterochromatin

To understand how *Stag1* contributes to pluripotency, we first investigated its subcellular localization. Live-cell imaging of Hoechst-labeled SA1^NG_FKBP^ mESCs revealed the expected and predominant localization of STAG1 in the nucleus with a notable punctate pattern within the nucleoplasm (Figure 2A). STAG1 was also co-localized with Hoechst-dense regions (Figure 2A, arrows) and enriched in Hoechst-dense foci compared with the whole nucleus (Figure 2B). This was of interest since Hoechst stains AT-rich heterochromatin, which is enriched around the nucleolus, at the nuclear periphery and in discreet foci within the nucleoplasm (Padeken and Heun, 2014; Quinodoz et al., 2018). Acute degradation of STAG1 in SA1^NG_FKBP^ mESCs resulted in increased Hoechst signal intensity (Figure 2C) and a significant increase in Hoechst foci volume (Figure 2D). siRNA-mediated *Stag1* KD mESCs revealed similar changes to heterochromatin, as assessed by DAPI and H3K9me3 staining (Figures S2A and S2B).

**Figure 2:**
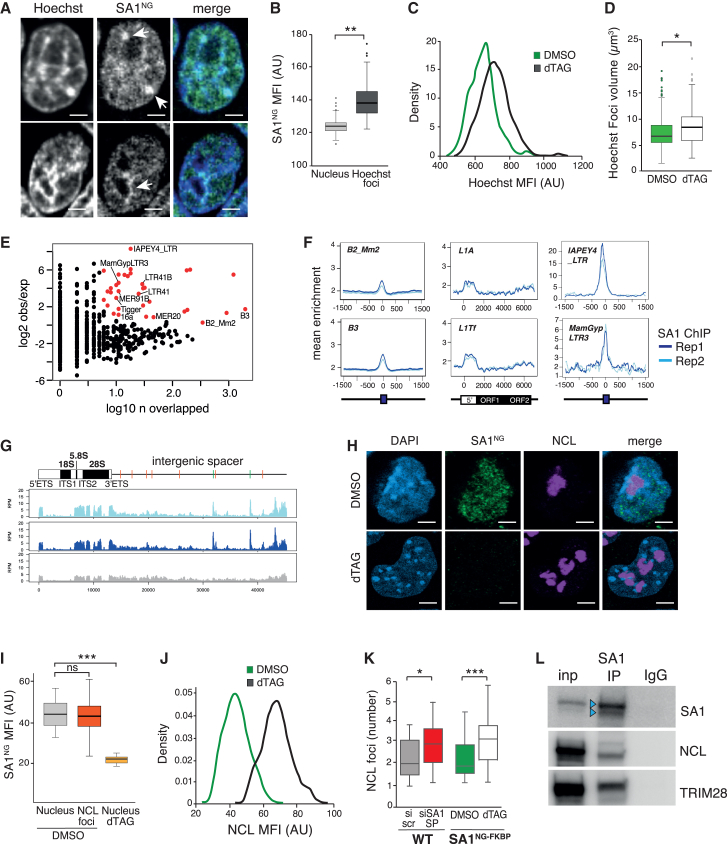
STAG1 is localized to and impacts both euchromatin and heterochromatin compartments (A) Live-cell spinning disk confocal images of two SA1^NG−FKBP^ mESCs counterstained with Hoechst. Arrows indicate notable regions of overlap of STAG1 and Hoechst, including at Hoechst-dense foci and at the nucleolar periphery. NB: puncta within the nucleoplasm can also be observed. Scale bars, 3 μm. (B) Imaris quantification of the MFI of SA1-NeonGreen within the nucleus (light gray) or Hoechst-dense foci (dark gray). Quantifications and statistical analysis were done as above. Data are from n > 100 independent cells/condition in 3 replicates. AU, arbitrary units. (C) Distribution of Hoechst MFI from SA1^NG−FKBP^ mESCs treated with DMSO (green) or dTAG (black). Data are from n > 100 independent cells/condition in 2 replicates. AU, arbitrary units. (D) Imaris quantification of the volume of Hoechst foci in SA1^NG−FKBP^ mESCs treated with DMSO (green) or dTAG (white). Quantifications and statistical analysis were done as above. Data are from n > 100 independent cells/condition in 3 replicates. AU, arbitrary units. (E) Number of copies of each repeat family that overlap an SA1 ChIP-seq peak and the enrichment of binding over random. Shown in red are the repeats that have significant enrichment, with a subset of these labeled. (F) Profiles of the mean enrichment of STAG1 ChIP-seq at select TE repeat families. Shown are full-length elements of the indicated SINE, LINE, and LTR families. Two SA1 ChIP replicates are shown in blue. (G) Top: cartoon of the consensus *Mus musculus* ribosomal DNA (rDNA) (GenBank: BK000964.3), showing the ribosomal genes and the intergenic spacer region which contains several SINE elements (red, B2_Mm2; green, B3). Bottom: Stag1 ChIP replicates and INPUT as in (F) above, aligned to this region. (H) Representative confocal images of MFI of SA1-NeonGreen and Nucleolin (NCL) assessed by IF in SA1^NG−FKBP^ mESCs treated with DMSO or dTAG and counterstained with DAPI. Scale bars, 3 μm. (I) Imaris quantification of the MFI of SA1-NeonGreen from (H) within the nucleus or NCL foci in DMSO and dTAG conditions. Quantifications and statistical analysis were done as above. Data are from n > 100 independent cells/condition in 3 replicates. AU, arbitrary units. (J) Distribution of NCL MFI from SA1^NG−FKBP^ mESCs treated with DMSO (green) or dTAG (black). Data are from n > 100 independent cells/condition in 3 replicates. AU, arbitrary units. (K) Imaris quantification of the number of NCL foci in wild-type mESCs treated with si scr (gray) or siSA1 SP siRNAs (red) and in the SA1^NG−FKBP^ mESC clone treated with DMSO (green) or dTAG (white). Quantifications and statistical analysis were done as above. Data are from n > 100 independent cells/condition in 3 replicates. See also Figure S2. (L) Chromatin immunoprecipitation of STAG1 and IgG from wild-type mESCs and WB for STAG1, NCL, and TRIM28. Blue arrows indicate multiple immunoreactive bands to STAG1. See also Figure S2.

These observations prompted us to re-analyze STAG1 chromatin immunoprecipitation (IP) followed by chromatin immunoprecipitation sequencing (ChIP-seq) data in mESCs (Cuadrado et al., 2019; Deniz et al., 2020). We calculated the proportion of STAG1 peaks that overlapped genes, repeats (within the Repeat Masker annotation), introns, and intergenic regions not already represented (see experimental procedures). Of the 18,600 STAG1 peaks identified, the majority (76%) are bound to genomic sites that are distinct from protein-coding genes including at repetitive elements and intergenic regions (Figure S2C). Indeed, STAG1 binding was enriched at specific repeat families above random expectation (Figure 2E). These included the DNA transposon and retrotransposon classes, both known to form constitutive heterochromatin in differentiated cell types, and are expressed in early development and involved in regulation of cell fate (Hackett et al., 2017; Percharde et al., 2018). Specifically, STAG1 was enriched at SINE B3 and B2-Mm2 elements (previously shown to be enriched at TAD borders (Dixon et al., 2012); several LTR families, two of which have been previously shown to be associated with CTCF (LTR41, LTR55) (Schwalie et al., 2013) and at evolutionary young and active families of LINE1 elements (L1Tf, L1A) (Figures 2E, 2F, and S2E). We also found that several SINE B3 elements located within the intergenic spacer of the consensus rDNA locus were bound by STAG1 (Figure 2G). The binding of STAG1 at repeats may be dependent on CTCF since many of the bound repeats contained CTCF motifs (Figure S2D).

RNA-seq of siSA1-treated mESCs did not reveal dramatic changes in steady-state transcription of repetitive elements. However, qRT-PCR analysis using primers to ORF1 of STAG1-bound LINE1 and pre-rRNA revealed downregulation of rRNA and a modest but not significant effect on steady-state LINE transcripts (Figure S2F). Together with the microscopy results, the profile of STAG1 peaks suggests that the role of *Stag1* in mESCs may extend beyond protein-coding gene regulation.

### STAG1 supports nucleolar structure in mESCs

Depletion of *Stag1* resulted in a loss of self-renewal and reduced rRNA expression. Furthermore, STAG1 was enriched at repetitive elements including LINE1 and rDNA. As it is known that mESC self-renewal and rRNA synthesis are promoted by a complex containing LINE1 RNA (Percharde et al., 2018), the nucleolar protein Nucleolin (NCL), and the co-repressor TRIM28 (Kap1) (Rowe et al., 2010), we considered whether STAG1 was supporting pluripotency through nucleolar structure and function. We used confocal imaging of SA1^NG_FKBP^ mESCs to assess the co-localization of STAG1 with nucleolar proteins. We observed a similar amount of SA1-NeonGreen (SA1^NG^) within the nucleus compared with the nucleus of mESCs (Figures 2H and 2I). Notably, upon dTAG treatment of SA1^NG_FKBP^ mESCs, there was a significant increase in NCL signal intensity (Figure 2J) as well as increased numbers of nucleolar foci in both dTAG-treated SA1^NG_FKBP^ and in siSA1 KD mESCs (Figures 2K, S2G, and S2H), reminiscent of changes observed during mESC differentiation (Meshorer et al., 2006). Furthermore, STAG1 IP followed by WB in mESCs revealed an interaction with both NCL and Trim28 (Figure 2L), suggesting a direct effect of STAG1 on nucleolar structure and rRNA expression.

### *Stag1* expression is highly regulated in mESCs

We consistently observed several immunoreactive bands on STAG1 WB (Figure 2L, arrows), which were enriched in mESCs (Figure 1B). To gain a full perspective on how STAG1 may be contributing to nucleolar structure and pluripotency, we first investigated whether *Stag1* may be regulated at the level of transcription in mESCs. Several lines of evidence suggested that this may be the case. First, *Stag1* levels are higher in 2i-grown compared with FCS-grown mESCs (Figures S1B and S1C) and, second, primers positioned along the length of STAG1 amplify mRNAs that respond differently to differentiation (Figure 1A). Thus, we employed a series of approaches to comprehensively characterize *Stag1* mRNAs. First, we used RACE (rapid amplification of cDNA ends) to characterize the starts and ends of *Stag1* mRNAs directly from mESCs. 5′ RACE uncovered four novel alternative transcription start sites (TSSs) in mESCs; ∼50 kb upstream of the canonical *Stag1* TSSs (referred to as “SATS,” and previously identified in Feng et al., 2016) (Figures 3A, 3D, and S3A); between canonical exon 1 and exon 2 (referred to as alternative exon 1 or altex1) (Figures 3A, 3D, and S3D); and at exons 6 and 7 (Figures 3A, 3D, and S3A). Interestingly, the TSS located at exon 7 (e7) was preceded by a sequence located in *trans* to the *Stag1* gene, carrying simple repeats and transcription factor binding sites (Figure 3B). While the frequency of this alternative TSS was significantly lower than the other TSSs, it was identified in multiple RACE replicates, indicating that it may be present in a subset of the mESC population. We also discovered widespread alternative splicing in the 5′ region of *Stag1*, with particularly frequent skipping of exons 2 and 3 (e2/3Δ) and exon 5 (e5Δ) (Figures 3D, S3A, and S3F). Using 3′ RACE, we detected an early termination site in intron 25 and inclusion of an alternative exon 22 introducing an early STOP codon, as well as several 3′ UTRs (Figures 3C, 3D, and S3C).

**Figure 3:**
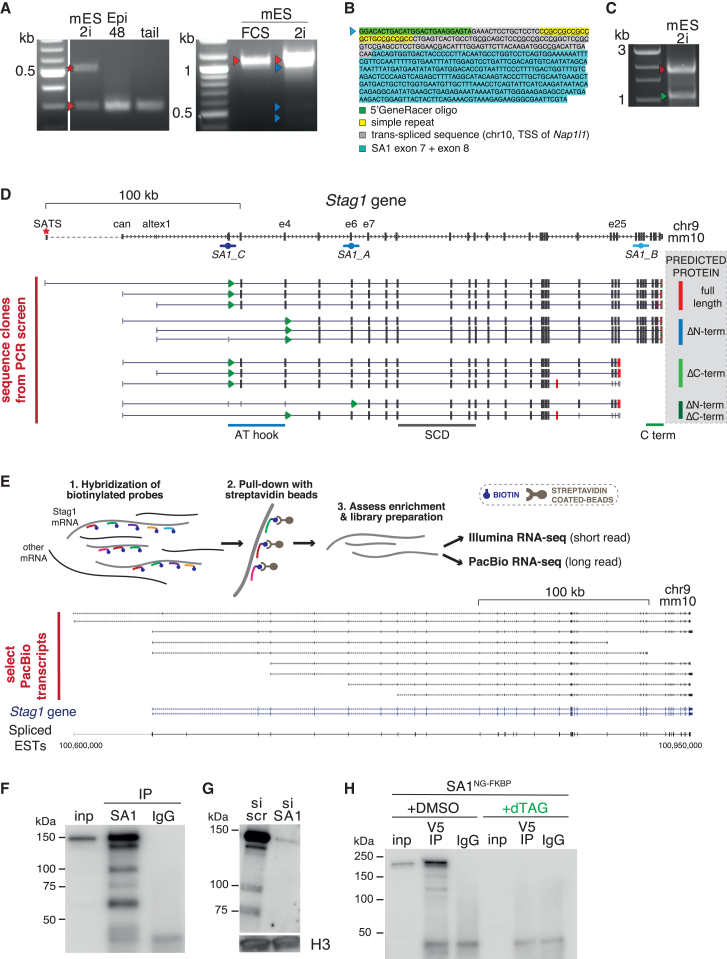
*Stag1* undergoes widespread transcriptional regulation in mESCs (A) 5′ Rapid amplification of cDNA ends (RACE) for *Stag1* in naive mESCs and EpiLCs. Left gel: red star indicates SATS TSSs and red arrow indicates canonical (can) TSSs. Right gel: red arrow indicates full-length *Stag1* with both SATS and can TSSs; dark blue arrow indicates alternatively spliced variants arising from skipping of exons in the 5′ region; light blue arrows indicate the TSSs at exon 6 (e6) and exon 7 (e7). Arrows indicate bands that were cloned and sequenced. (B) The 5′ RACE fragment that identified a new TSS at exon 7 spliced directly to a sequence in *trans* carrying regulatory elements. (C) 3′ RACE for *Stag1* in naive mESCs. Red arrow indicates canonical full-length end; green arrow indicates end in i25. Arrows indicate bands that were cloned and sequenced. (D) Top: schematic of the *Stag1* gene annotation in mm10. The identified TSSs and TTSs from RACE are indicated. Bottom: aligned sequence clones from the PCR mini-screen and their predicted impact on the STAG1 protein (gray box, right). Green arrows and red bars within the transcripts indicate start of the coding sequence and the TTS, respectively. Shown also are the regions that code for the AT hook and the stromalin-conserved domain (SCD). (E) Schematic of the PacBio sequencing methodology (see experimental procedures for full description). Select transcripts sequenced on the PacBio platform, including many isoforms already discovered using RACE and PCR cloning methods above. (F and G) WB analysis of endogenous, chromatin-bound STAG1 protein isoforms from (F) mESCs and (G) upon treatment with si scr and siSA1. H3 serves as a loading control. (H) Chromatin immunoprecipitation for the v5 tag in SA1^NG−FKBP^ mESCs treated with DMSO or dTAG to degrade STAG1. NB: STAG1 bands run 42 kDa higher due to the addition of the tag. See also Figures S3 and S4.

Next, PCR- and Sanger sequencing-based clonal screening confirmed that the newly discovered 5′ and 3′ ends represent true *Stag1* transcript ends, validated the existence of the e2/3Δ and e5Δ isoforms, confirmed their enrichment in naive mESCs compared with differentiated mouse embryonic fibroblasts (MEFs), and uncovered an isoform lacking exon 31, which encodes a basic domain embedded in the otherwise acidic C-terminal region of *Stag1* (e31Δ) (Figure 3D). To determine the complete sequences of the *Stag1* transcript isoforms and to use a non-PCR-based approach, we performed long-read PacBio Iso-seq from 2i mESC RNA (Figure 3E). This confirmed the diversity of the *Stag1* 5′ and 3′ UTRs, the e31Δ isoform, multiple TSSs including SATS, and early termination events, including in i22 and i25 (Figures 3E and S3E). Importantly, these transcripts all had poly(A) tails, in support of their protein-coding potential. Finally, we validated and quantified the newly discovered splicing events by calculating the frequency (percentage spliced in) of exon splicing in our RNA-seq as well as in published data using the VAST-tools method (Tapial et al., 2017). This confirmed the presence of *Stag1* splicing events in other mESC datasets and supported that several of these were specifically enriched in mESCs (Figure S3F; Table S1).

Interestingly, visual inspection of the genome topology around the *Stag1* locus in our 2i mESC and neural stem cell (NSC) Hi-C data (Barrington et al., 2019) revealed that the *Stag1* gene undergoes significant 3D reorganization as cells differentiate (Figure S4). For example, the *Stag1* TAD switches from the active to the repressive compartment during differentiation, in line with the decrease in *Stag1* levels during differentiation. Furthermore, UMI-4C revealed changes to sub-TAD architecture corresponding to the newly discovered mESC-enriched *Stag1* TSSs and TTSs described above, suggesting that 3D chromatin topology may play a role in facilitating the transcriptional diversity of *Stag1* (Figure S4). Together, our results point to a previously unappreciated diversity of endogenous *Stag1* transcripts in mESCs, prompting us to investigate the importance of these for pluripotency and the nucleolus.

### Multiple STAG1 protein isoforms are expressed in mESCs

*Stag1* transcript diversity was intriguing because many of the events were either specific to mESCs or enriched compared with MEFs and NSCs (Figures S3D and S3F). Furthermore, the transcript variants were predicted to produce STAG1 protein isoforms with distinct structural features and molecular weights (Figures 3D and S3G). For example, the truncation of the N-terminus (e2/3Δ, e5Δ, e6 TSS, and e7 TSS), and thus loss of the AT hook (amino acids 3–58) could impact STAG1 association with nucleic acids. Meanwhile, C-terminal truncated STAG1 isoforms (altex22, i25 end, e31Δ) could affect STAG1-cohesin interactions. It is noteworthy that the evolutionarily conserved stromalin domain (amino acids 296–381) (Orgil et al., 2015), shown to play a role in CTCF interaction (Li et al., 2020), would be retained in the isoforms identified here.

IP of endogenous STAG1 followed by WB revealed multiple bands corresponding to the predicted molecular weights for several protein isoforms and identified by mass spectrometry to contain STAG1 peptides (Figure 3F; Table S2). Similarly, multiple bands of expected sizes were reduced between naive and primed cells (Figure S3H) and sensitive to *Stag1* KD, alongside the canonical, full-length isoform (Figure 3G). Treatment of SA1^NG_FKBP^ mESCs with dTAG followed by WB of chromatin-associated proteins with an antibody to the v5 tag further confirmed the sensitivity of the isoforms to dTAG-mediated degradation (Figure 3H). Thus, complex transcriptional regulation in mESCs gives rise to multiple *Stag1* transcripts and protein isoforms with distinct regulatory regions and coding potential. Our discovery of such naturally occurring isoforms offers a unique opportunity to define the functions of the divergent N- and C-terminal ends of STAG1 in the context of the pluripotent state.

### Experimentally modulating the levels of the N- and C-terminal ends of *Stag1*

To study the functional consequences of the *Stag1* isoforms on pluripotency and nucleolar structure, we took advantage of our detailed understanding of *Stag1* transcript diversity to design custom siRNAs to selectively target or retain specific isoforms (Figure 4A). Alongside the siRNAs used in Figure 1 (SmartPool [SP]), we designed siRNAs to specifically target the SATS 5′ UTR (esiSATS), the 5′ end (siSA1-5p), or the 3′ end (siSA1-3p) of Stag1 mRNA (see experimental procedures). We anticipated that the KD panels would reduce Stag1 levels and change the relative proportions of the N- and C-terminal ends of STAG1 in cells. 3p siRNAs were predicted to downregulate full-length and N-terminal truncated isoforms and retain C-terminal truncated isoforms, while 5p siRNAs would specifically retain N-terminal truncated isoforms.

**Figure 4:**
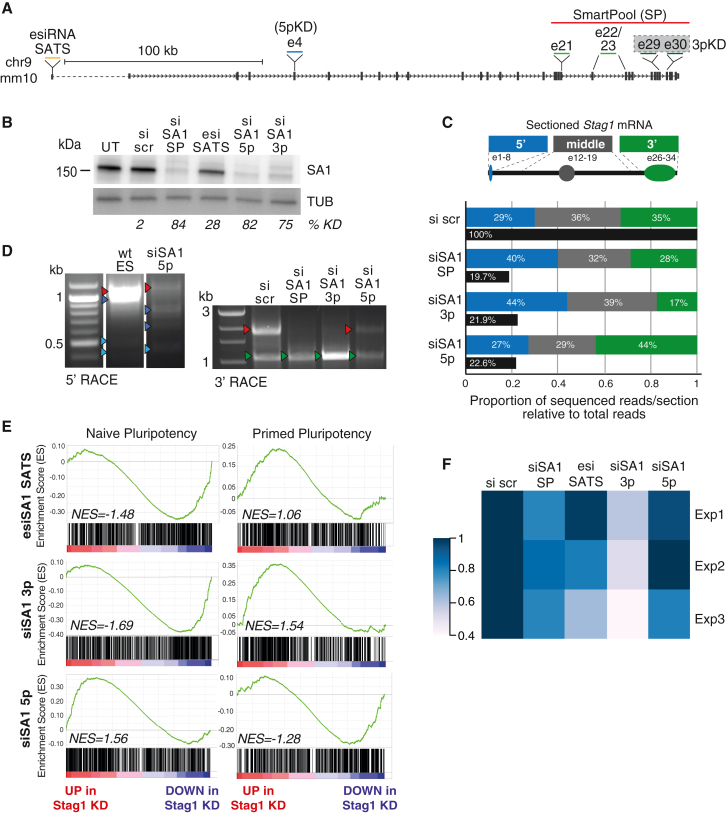
Fluctuations in the levels of the *Stag1* isoforms skews cell fates (A) Schematic of the siRNA pools used in this study. esiRNA SATS represents “enzymatically prepared” siRNAs (see experimental procedures). (B) Representative WB analysis of STAG1 levels in mESC WCL after no treatment (UT), or upon si scr, si SA1 SP, si SA1 3p, si SA1 5p, or esi SATS treatment. Tubulin (TUB) serves as a loading control. The percentage of knockdown (KD) of STAG1 signal normalized to tubulin from this specific experiment is shown. (C) The proportion of RNA-seq reads that align to three sections of *Stag1* mRNA relative to the total number of reads. Shown are the exons within each section that the reads correspond to. RNA-seq from mESCs treated with scr, SP, 5p, and 3p siRNAs was used. Solid black bars represent *Stag1* transcripts per million in the different KDs to highlight the similar degree of KD in all conditions. NB: the change in read proportions from residual *Stag1* in the different KD treatments. (D) Left gel 5′ and right gel 3′ RACE for *Stag1* in mESCs treated with the indicated siRNAs. Arrows indicate bands that were cloned and sequenced and color coded as before. (E) Enrichment score (ES) plots from GSEA using the naive and primed gene sets as in Figure 1E and RNA-seq data from the indicated siRNA-treated mESC samples. (F) Area occupied by AP^hi^ colonies relative to total colony area in mESCs treated with the siRNA panel from three independent replicates. n > 50 colonies/condition were counted.

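The level of *Stag1* is given here as its normalized value in percent of the scr library of the same set, not in the units of the legend. SP libraries 1a, 1b and 1c of set 1 stood at 25.4%, 31.1% and 32.8%, on 109, 195 and 82 *Stag1* reads. SP stood at 21.6% in set 2 and 17.5% in set 3, a mean over the 3 sets of 23.0% ± 6.22 (SD, n = 3). 3p stood at 20.9% in set 2 and 17.3% in set 3, a mean of 19.08% ± 2.57 (SD, n = 2). 5p stood at 23.5% and 19.0%, a mean of 21.3% ± 3.22 (SD, n = 2). The libraries of sets 2 and 3 held between 828 and 1008 *Stag1* reads under SP, 3p and 5p. The log2 fold change against scr was −2.39 for 3p (adjusted p = 0.00103) and −2.24 for 5p (adjusted p = 0.0017), both from limma with Benjamini-Hochberg adjustment and with a standard error of 0.12. The difference between 5p and 3p was 0.15 (standard error 0.12, adjusted p = 1.00 from the same test). With the replicate set as a block, where same-numbered samples correlated at 0.86, the adjusted p was 1.5e-08 for 3p, 3.66e-08 for 5p and 0.489 for the difference (limma with Benjamini-Hochberg adjustment). Among the controls, *Stag1* stood at 86.3% of scr in the untreated library of set 2 and at 104% in the luciferase library of set 3.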

We confirmed that *Stag1* isoform proportions were altered upon siRNA treatment using qRT-PCR, RNA-seq, RACE, and IP. siRNAs to the 5p and 3p ends of *Stag1* reduce full-length *Stag1* mRNA and protein with similar efficiency to SP KDs. esiSATS reduces *Stag1* by ∼30%–50%, indicating that the SATS TSS functions to enhance expression of *Stag1* in naive mESCs (Figures 4B, S5A, and S5B). RNA-seq reads aligning to *Stag1* in the different siRNA treatments were quantified to represent the residual N-terminal (exons 1–8), middle (exons 12–19), and C-terminal (exons 26–34) read proportions. Residual reads in the SP and 3p KDs aligned predominantly to the N-terminal and were relatively depleted from the C-terminal. While the 5p KD had the opposite effect with the least read retention in the N-terminal and relatively more reads aligning to the C-terminal (Figures 4C and S5C). In parallel, we performed RACE to validate changes to the proportions of *Stag1* isoforms. 5′ RACE performed in mESCs treated with 5p siRNA revealed downregulation of full-length *Stag1* transcript while several N-terminal truncated isoforms were upregulated compared with untreated cells (Figure 4D, left panel, blue arrows). Similarly, 3′ RACE captures the canonical 3′ end of *Stag1* (Figure 4D, right panel, red arrows), which is strongly reduced in the SP and 3p siRNA KD samples and to a lesser extent in the 5p KD, further support that the residual transcripts in the 5p KD have C-terminal ends. Meanwhile, the transcript terminating in i25 is substantially enriched upon 3p KD (Figure 4D, green arrows) compared with all other conditions. Thus, the siRNA panel developed here provide us with a powerful tool to modulate the proportion of the naturally occurring *Stag1* isoforms in mESCs and study their potential roles in pluripotency.

### A specific role for the STAG1 C-terminus in the maintenance of naive pluripotency transcriptome

We first quantified the effect of the *Stag1* siRNA KDs on pluripotency gene expression. qRT-PCR for *Nanog* expression and WB for NANOG protein levels revealed that the 3p KD had a similar effect on *Nanog* to SP, with significant downregulation, while, surprisingly, the 5p KD did not reduce *Nanog* (Figure S5D). We prepared independent replicate RNA-seq libraries from the *Stag1* 3p, 5p, and SATS siRNA KDs. 

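These libraries belong to replicate sets 2 and 3, each with 1 library of scr, SP, 3p, 5p and SATS siRNA, so that 2 libraries stand behind each condition. 3p and 5p are siRNAs toward the ends of *Stag1*, and SATS is an enzymatically derived siRNA mixture to the 5′ UTR that starts at the SATS promoter. Set 2 also held an untreated library and set 3 a library with luciferase siRNA. These entered the fits as further controls only in an alternative, and were otherwise compared singly with the scr library of their set. The 3p libraries held 36034766 and 34824093 reads on genes in sets 2 and 3, the 5p libraries 32137666 and 34151622, and the SATS libraries 42579853 and 45660840. The untreated library held 35301700 reads and the luciferase library 34601520. The authors' normalization was that of the table of all sets. From there, the 10 libraries of the 5 siRNA groups were fitted together by limma, so that the groups shared 1 estimate of the spread, over 16490 genes with a summed value of at least 10. Each KD was compared with scr, and 5p was also compared with 3p. Without a block, sets 2 and 3 were treated as unordered replicates. With the replicate set as a block, each KD was compared with the scr library of its own set. The choice matters, since samples of the same set deviated together from their group means (mean correlation across 11019 genes 0.86).

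The number of genes past an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment) was 1 for 3p, 2 for 5p and 0 for SATS. At an unadjusted p under 0.05 there were 286, 598 and 650 genes. With the block, 47 genes passed for 3p (8 up, 39 down), 391 for 5p (109 up, 282 down) and 436 for SATS (313 up, 123 down). Besides *Stag1*, the gene past the threshold for 5p without the block was *Tmem168* (chromosome 6, 13580687 to 13608100), with a log2 fold change of −1.48 (adjusted p = 0.0351 from limma with Benjamini-Hochberg adjustment, 1.37e-05 with the block). Its 3′ UTR holds 2 copies of GTGGAAG, the heptamer that pairs with positions 2 to 8 of the 5p guide strand. Across genes, the log2 fold changes of sets 2 and 3 correlated at r = 0.29 for 3p, 0.54 for 5p and 0.57 for SATS.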

We used GSEA as before to probe for signatures of naive or primed pluripotency. 

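In the SATS libraries *Stag1* stood at 50.5% of scr in set 2 and 49.7% in set 3, a mean of 50.1% ± 0.522 (SD, n = 2). Its log2 fold change had a standard error of 0.12, with an adjusted p of 0.633 without the block and 0.0013 with the replicate set as a block (limma with Benjamini-Hochberg adjustment, correlation of same-numbered samples 0.86). The naive list used for SP had a normalized enrichment score of −1.59 in SATS (adjusted p = 0.0188 from fgsea with Benjamini-Hochberg adjustment), with 42 of 60 genes lower than in scr. The score lost its call under several alternatives, and was −1.27 on the fold changes of DESeq2 (adjusted p = 0.188 from fgsea with Benjamini-Hochberg adjustment). Ranked by the moderated t of the fit with the block, the naive score was −2.15, and camera with the block gave an adjusted p of 3.82e-04. The primed list had a score of −0.86 (adjusted p = 0.799 from fgsea with Benjamini-Hochberg adjustment), with 21 of 55 genes higher. Ranked by the moderated t with the block, its score was −1.03, and camera with the block gave 0.272. The mean log2 fold change of the naive list was −0.11 in both sets, and that of the primed list was 0.02 in set 2 and −0.10 in set 3.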

In support of our previous results, reducing *Stag1* levels by targeting the mESC-specific SATS promoter leads to downregulation of the naive pluripotency gene signature and upregulation of the primed signature (Figures 4E and S5E), reminiscent of the phenotype from SP KD (Figures 1E and 1F). 

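The 5p and 3p KDs were compared with each other directly in sets 2 and 3. Without the block, 0 of 16490 genes passed an adjusted p of 0.05 from limma with Benjamini-Hochberg adjustment, and 674 had an unadjusted p under 0.05. With the replicate set as a block (correlation of same-numbered samples 0.86), 537 genes passed, 215 higher and 322 lower in 5p. Of the genes past the threshold with the block in 5p against scr, 224 also passed in 5p against 3p, and 8 were shared between the 5p and the 3p KD. The naive list was higher in 5p than in 3p, with a normalized enrichment score of 1.91 (adjusted p = 1.12e-04 over 3 scores, fgsea with Benjamini-Hochberg adjustment) and 45 of 60 genes higher. Ranked by the moderated t of the fit with the block, this score was 2.49, and camera with the block gave an adjusted p of 3.71e-08. The primed list had a score of −1.25 in 5p against 3p (adjusted p = 0.115 from fgsea with Benjamini-Hochberg adjustment). With the block, the score by moderated t was −1.60 (adjusted p = 0.0129) and the adjusted p from camera 0.0424. The mean log2 difference of the naive list between 5p and 3p was 0.08 in set 2 and 0.37 in set 3. That of the primed list was 0.01 in set 2 and −0.10 in set 3.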

We again observed a differential effect of the 3p and 5p KDs on naive and primed pluripotency signatures. A similar but more prominent loss of the naive signature was observed in 3p KD RNA-seq compared with SATS and SP while, surprisingly, in 5p KD cells the naive signature was unaffected compared with si scr controls (Figure 4E).

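In 3p, the naive list had a normalized enrichment score of −1.99 (adjusted p = 2.07e-04 from fgsea with Benjamini-Hochberg adjustment), and 47 of 60 genes were lower than in scr. In 5p its score was 0.85 (adjusted p = 0.799 from the same test), and 35 of 60 genes were higher. The sign in 5p was not stable: ranked by the moderated t of the fit with the replicate set as a block, the score was −1.06 in 5p and −2.47 in 3p (correlation of same-numbered samples 0.86). Camera with the block gave an adjusted p of 1.16e-10 for 3p and 0.901 for 5p. In sets 2 and 3, where every siRNA was measured, the naive score of SP was −2.08. The scores of 3p, SP and SATS were not tested against one another. The mean log2 fold change of the naive list in 3p was −0.08 in set 2 and −0.29 in set 3. In 5p it was −0.01 and 0.07, beside 0.06 in the untreated library of set 2 and −0.05 in the luciferase library of set 3. The primed list had a score of −0.71 in 3p (adjusted p = 0.937) and −1.17 in 5p (adjusted p = 0.24), both from fgsea with Benjamini-Hochberg adjustment. With the block, the score by moderated t was 0.80 in 3p and −1.59 in 5p, and camera gave 0.901 and 0.0343. *Nanog* changed by −0.23 in 3p and −0.07 in 5p (standard error 0.34), with an adjusted p of 1.00 each (limma with Benjamini-Hochberg adjustment) and of 0.417 and 0.774 with the block. Other naive genes were lower in 5p in both sets, *Tbx3* at −0.61 and −0.19 and *Tfcp2l1* at −0.41 and −0.23, with adjusted p-values of 1.00 each without the block and of 0.0735 and 0.0718 with it over all genes (limma with Benjamini-Hochberg adjustment), and both passed with the block when adjusted over the 25 named genes. Adjusted over the 25 named genes with the block, 10 genes passed in 3p and 6 in 5p. Those of 3p included *Esrrb*, *Klf2*, *Klf4*, *Prdm14*, *Tbx3* and *Tfcp2l1*. From the loss of the naive signature in 3p and not in 5p, the paper states that the 3p and 5p KDs had a differential effect on the pluripotency signatures.

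**Figure D2:**
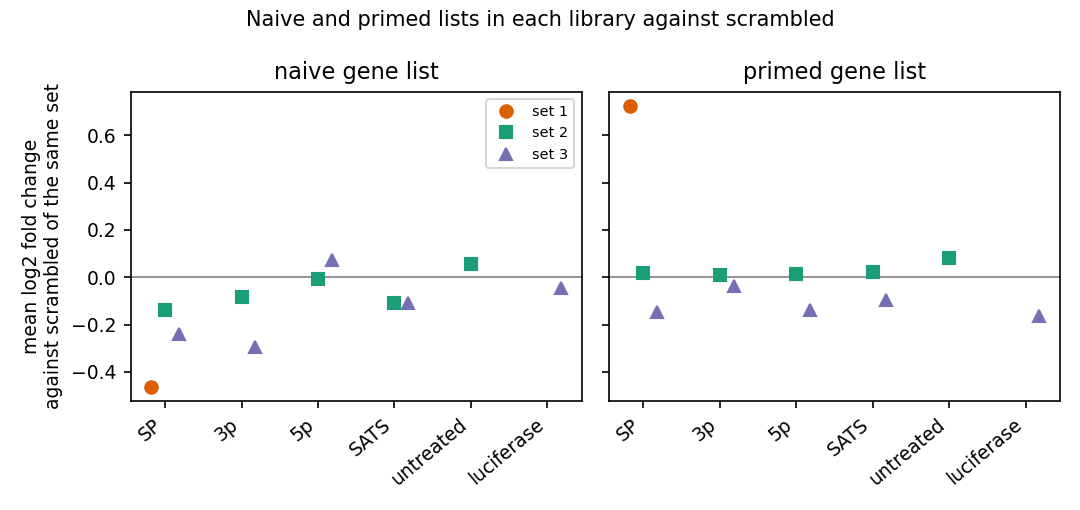
Mean log2 fold change of the naive list (left) and the primed list (right) against the scrambled library of the same set (vertical axis) for each siRNA and control (horizontal axis), with 1 point per replicate set. The naive list lies below 0 in every set for SP, 3p and SATS and near 0 for 5p, and the primed list is far above 0 only in SP of set 1.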

The distinct gene expression profiles of the 3p and 5p KDs were reflected in differences in self-renewal. Cells treated with 3p siRNAs exhibited a significant loss of self-renewal potential, consistent with the loss of the naive pluripotency signature, with only 20% of colonies exhibiting AP staining compared with 30% of colonies in the SP KDs (Figure S1I), and an average reduction of the area occupied by AP+ colonies of 50% compared with si scr controls (Figure 4F). This was not evident in the 5p KD, where the effect on self-renewal was more similar to si scr controls (Figure 4F). Interestingly, unlike siRNA to Stag1, esiSATS results in a variable effect on self-renewal (ranging from between 5% and 35% reduction in AP+ area) (Figure 4F), likely because the SATS TSS is expressed in the most naive cells of the population, the frequency of which varies significantly between FCS populations. Our results further confirm the importance of Stag1 in self-renewal and point to a specific role for the C-terminal of Stag1 in maintaining a naive pluripotency gene expression program.

### The N-terminus of STAG1 supports nucleolar structure and function

The different effect on naive pluripotency between the 3p and 5p KDs was surprising. We therefore sought to re-examine the effect of our siRNA panel on the STAG1 bound repeats LINE1 and rDNA (Figures 2F and 2G). As we had not observed a significant difference on steady-state levels of repeats from our RNA-seq experiments, we instead purified nascent RNA from mESCs treated with siRNAs. Both the KD and the nascent RNA pull-downs were successful as revealed by qRT-PCR to *Stag1* (Figures 5A and 5B). Consistent with our previous results, total *Nanog* RNA levels were significantly reduced in siSA1 SP and 3p KD but not in 5p KD. Interestingly, this trend was not observed in nascent levels of Nanog RNA where the 3p KD does not have a significant effect, suggesting that the C-terminus may be required for the stability of *Nanog* mRNA instead of its transcription per se (Figures 5A and 5B). Upon *Stag1* SP KD, both steady-state and nascent levels of LINE1 RNA were modestly decreased (Figures 5A, 5B, and S2F). While the 3p KD had a 20% reduction in LINE1 RNA expression, this was not maintained at steady-state levels. However, both nascent and total levels of LINE1 RNA were significantly reduced by 40%–50% of controls in 5p KD mESCs. These results were also observed for pre-rRNA, with only the SP and 5p KD having significant effects on expression. Thus, the N-terminus of *Stag1* plays a distinct role in LINE1 and rDNA expression.

**Figure 5:**
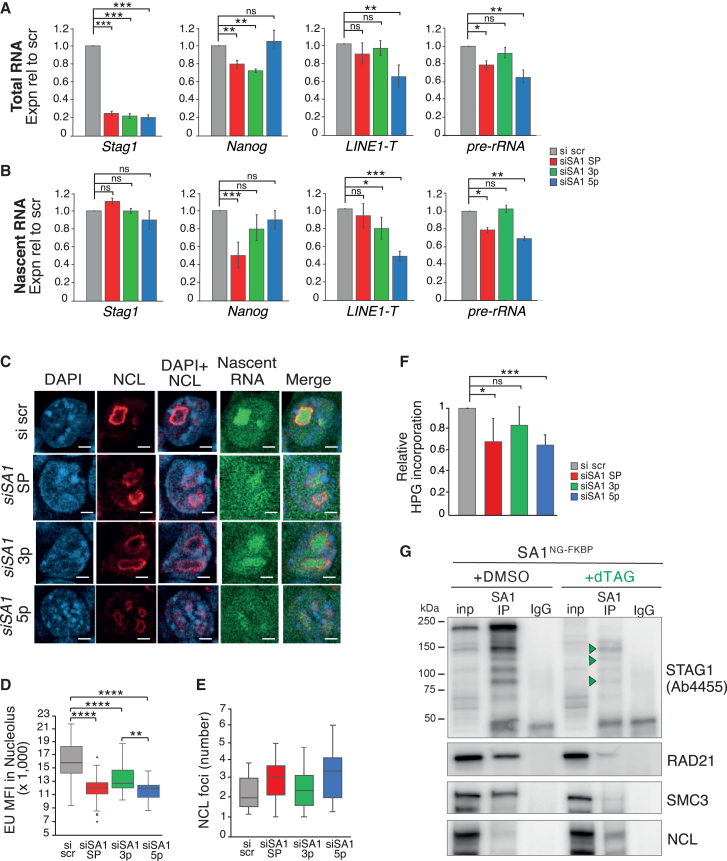
The N- and C-terminal ends of STAG1 regulate expression in different genomic compartments (A and B) Relative expression of *Stag1*, *Nanog*, *LINE1-T*, and *pre-rRNA* by qRT-PCR in mESCs after treatment with the siRNA panel. Shown are (A) total and (B) nascent RNA levels. Data are represented as mean ± SEM and statistical analysis as before. Data are from three independent experiments. (C) Representative confocal images of IF to NCL and nascent RNA in siRNA-treated mESCs labeled with EU-488. Nuclei were counterstained with DAPI. Scale bars, 2 μm. (D) Imaris quantification of the MFI of nascent RNA (EU) within the nucleoli from (C), as defined by a mask made to the NCL IF signal. Quantifications and statistical analysis were done as above. Data are from four independent replicates. n > 50/condition, except for siSA1 5p where n > 35. (E) Imaris quantification of the number of NCL foci in siRNA-treated mESCs. Quantifications and statistical analysis were done as above. Data are from n > 100 independent cells/condition in 2 independent replicates. See also Figure 2K. (F) Analysis of global levels of nascent translation by measuring HPG incorporation using flow cytometry and analyzed using FloJo software. Shown is the quantification of the change in EU incorporation relative to si scr-treated cells. Data are from four independent replicates. (G) Chromatin immunoprecipitation using an N-terminal Stag1 antibody (Ab4455) in SA1^NG−FKBP^ mESCs treated with DMSO or dTAG. Green arrow indicates residual C-terminal truncated STAG1 isoforms. Shown also are WB for the core cohesin subunits RAD21 and SMC3 and NCL. See also Figure S5.

Given the effects on LINE1 and rRNA, we also assessed nucleolar structure and function using our siRNA panel. mESCs were pulsed with 5-ethynyl uridine (EU), which becomes incorporated into nascent RNA and enables detection of newly synthesized RNA. Samples for immunofluorescence (IF) were co-stained with an antibody to NCL to simultaneously quantify nucleoli number and changes in nascent RNA transcription. Cells treated with scrambled siRNA showed a distinct nucleolar structure and the EU signal could be seen throughout the nucleus, with a strong enrichment within the nucleolus as expected from rRNA expression (Figure 5C). While a significant reduction in nascent RNA signal was observed in all KD conditions compared with scrambled controls (Figure S5F), by IF we observed a distinct effect on nascent RNA levels within the nucleolus in the 5p KD. The medians between the three siSA1 KDs were not dramatically different; however, the effect of the 5p KD on nucleolar RNA signal distribution was significantly different from the 3p KD (Figure 5D). This result was consistent with the qRT-PCR analysis of nascent pre-rRNA levels (Figure 5B) and with the significant effect on NCL foci number in 5p KD mESCs (Figure 5E). Consequently, we also observed changes to global translation by assessing the incorporation of L-homopropargylglycine (HPG), an amino acid analog of methionine into mESC using FACS analysis. HPG incorporation was significantly reduced in SP and 5p siRNA-treated mESCs compared with scrambled control (32% and 35% of si Scr) (Figures 5F and S5G). We did observe a modest effect on global nascent translation in 3p KD-treated cells (16% of si scr), although this was not significantly different from scrambled control. Our results reveal distinct roles for the N- and C termini of Stag1 in nucleolar structure and function and pluripotency gene expression, respectively.

The effects observed on rRNA levels and nucleolar function were not associated with changes to expression of ribosome subunit expression (Figure S5H). Thus, we considered whether the regulation of LINE1 expression by the N-terminus of STAG1 influenced nucleolar structure via the NCL/Trim28 complex (Figure 2L). To investigate this, we took advantage of our SA1^NG_FKBP^ mESCs. dTAG treatment can only degrade isoforms containing the FKBP tag inserted into the canonical C-terminal end. Thus SA1^NG_FKBP^ mESCs treated with dTAG should enrich for SA1^ΔC^ isoforms that contain an N-terminus. Indeed, IP of STAG1 using an antibody that recognizes an N-terminal epitope reveals the presence of several N-terminal-enriched SA1ΔC isoforms (Figure 5G, green arrows). WB of this IP material revealed a reduction in the ability of SA1ΔC to interact with the cohesin subunits RAD21 and SMC3, despite similar levels in the input of dTAG-treated cells. Meanwhile, the interaction with NCL was increased in the same lysate (Figure 5G). Taken together, our results are supportive of the different ends of STAG1 interacting with different protein partners to coordinately regulate pluripotency.

### The N-terminus of STAG1 suppresses the 2C-LC state

In addition to promoting rRNA synthesis and self-renewal in mESCs, the LINE-1/NCL/Trim28 complex represses transcriptional program-specific 2C-LCs (Percharde et al., 2018). The phenotypes of the 5p KD, namely reduced rRNA and LINE-1 expression, reduced translation and aberrant nucleolar function, pointed toward possible conversion of cells into a 2C-LC state. We therefore tested whether STAG1, and specifically the N-terminal end, play a role herein.

We first investigated whether 2C-LCs, which naturally arise within mESC populations, express *Stag1* NΔ isoforms. To formally address this, we obtained mESCs expressing a Dox-inducible *Dux-HA*-expression construct together with a MERVL-linked GFP reporter (Hendrickson et al., 2017). Dux is a 2C-specific transcription factor that binds to MERVL elements to activate expression (Hendrickson et al., 2017). We induced *DuxHA* expression in the MERVL-GFP mESCs and performed 5′ RACE as before on sorted GFP+ (2C-L) and GFP– cells (Figure 6A). We enriched several of the previously identified N-terminal truncated *Stag1* transcripts in the GFP+ population including e2/3Δ and e5Δ isoforms (Figure 6A, blue arrows). Importantly, we also identified a transcript starting at e7, similar to the one previously found in 5p KD mESCs (Figures 6B, 3A, and 3B). Remarkably, however, the sequence preceding the TSS in e7 in *Dux*-induced cells was an MT2-MERVL element, creating a chimeric, LTR-driven *Stag1* transcript, reminiscent of other LTR transcripts specifically expressed in the 2C-L state.

**Figure 6:**
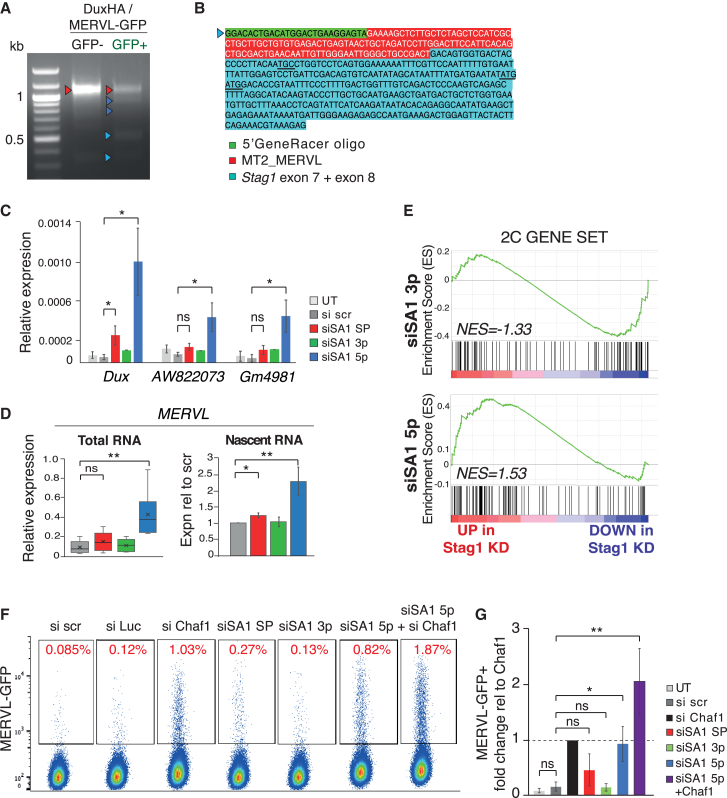
STAG1 N-terminus protects against conversion of ESCs to 2C-LCs (A) 5′ RACE for *Stag1* in Dux-HA MERVL-GFP mESCs with and without sorting for GFP+ cells. Arrows indicate bands that were cloned and sequenced and color coded as described previously. (B) Sequence of the 5′ RACE product identifying a novel *Stag1* TSS from (A) with direct splicing of exon7 to an MT2_MERVL element. (C) Relative expression of several 2C-LC markers in total RNA by qRT-PCR in mESCs after treatment with the siRNA panel. Data are represented as mean ± SEM and statistical analysis as before. Data are from six independent experiments. (D) Relative expression of MERVL repeat element by qRT-PCR in mESCs after treatment with the siRNA panel. Shown are total (left) and nascent RNA (right) levels. Quantifications and statistical analysis as before. Data are from five independent replicates. NB: nascent RNA levels are shown relative to si scr control. (E) Enrichment score (ES) plots from GSEA using a published 2C-L gene set and RNA-seq data from the 3p and 5p siRNA-treated mESC samples used in Figure 4. (F) Representative FACS analysis of the proportion of mESCs expressing a MERVL-GFP reporter in the different siRNA-treated cells and including siRNA to *Chaf1* as a positive control. Percentage of MERVL-GFP+ cells based on Flo-Jo analysis is shown in red. (G) Proportion of MERVL-GFP+ cells in the different siRNA conditions relative to the siChaf1 positive control. Data are represented as mean ± SEM and statistical analysis as before and is from four independent experiments.

2C-LCs are a rare subpopulation that spontaneously arise in mESC cultures and exhibit unique molecular and transcriptional features (Eckersley-Maslin et al., 2016; Ishiuchi et al., 2015; Macfarlan et al., 2012). Given that 2C-LCs expressed several N-terminal truncated *Stag1* isoforms, we investigated whether these in turn supported the maintenance or emergence of that state. We treated mESCs with the panel of siRNAs and used qRT-PCR to test expression of candidate genes. We found that *Dux*, and consequently MERVL and other markers of the 2C-LC state, *Gm6763*, *AW822073*, and *Gm4981*, are strongly upregulated by 5p KD (Figures 6C, 6D, and S6A). Notably, all 2C-L genes analyzed remained unchanged in 3p KD conditions with a modest upregulation in SP KD. Furthermore, GSEA using a published 2C gene set (Percharde et al., 2018) revealed a specific enrichment among the upregulated genes in 5p KDs that was not observed in 3p KDs (Figures 6E and S6B), consistent with the different ends of *Stag1* targeting different RNA pools.

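A list of 2C genes written before the data were examined stood in for the published set, which is not used here. Of its 91 names, 61 were found among the genes of the table, and 55 were tested in sets 2 and 3. In 5p the list had a normalized enrichment score of 2.37 (adjusted p = 8.03e-09 from fgsea with Benjamini-Hochberg adjustment), and 43 of 55 genes were higher than in scr. In 3p the score was 1.20 (adjusted p = 0.24 from the same test), with 25 of 55 genes higher. The difference was tested directly, and in 5p against 3p the score was 2.09 (adjusted p = 8.69e-06 over 3 scores, fgsea with Benjamini-Hochberg adjustment). Camera, with a preset correlation of 0.01 between genes that was not estimated from these data, gave adjusted p-values without a block. They were 0.0696 for 5p and 0.0922 for 5p against 3p. With the replicate set as a block (correlation of same-numbered samples 0.86) camera gave 8.91e-05 and 2.93e-04, and 0.765 for 3p. Ranked by the moderated t with the block, the score was 2.07 in 5p, 0.91 in 3p and 1.95 in 5p against 3p. SP over all sets had a score of −1.31 (adjusted p = 0.0906) and SATS of −1.36 (adjusted p = 0.0921), both from fgsea with Benjamini-Hochberg adjustment. With the block, camera gave 0.512 for SP and 0.756 for SATS.

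By set, the mean log2 fold change of the 2C list in 5p was 0.18 in set 2 and 0.49 in set 3, and the list's median stood at percentiles 95.2 and 100 of 10000 random lists matched on mean expression. In 3p it was −0.10 and 0.12 (percentiles 6.94 and 63.5). The controls moved by similar amounts as 3p, at −0.21 in the untreated library of set 2 (percentile 0) and 0.12 in the luciferase library of set 3 (percentile 90.0). In set 2 the fall of the untreated library was larger in size than the rise in 5p, so that set alone does not set 5p apart. In set 3 the rise in 5p exceeded that of luciferase. SATS stood at percentiles 0.12 and 98.4 in sets 2 and 3, so an extreme percentile was not specific to 5p. The members are low, and 14 of the 55 had a mean normalized value of at least 50. Many 2C genes are near-identical copies, among which the authors' counting could have split reads, so their values are uncertain. From the enrichment in 5p and not in 3p, the paper proposes that the different ends of *Stag1* target different RNA pools.

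**Figure D3:**
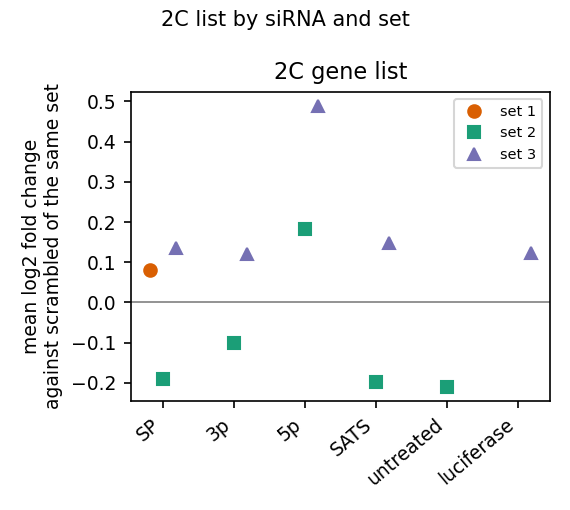
Mean log2 fold change of the 2C list against the scrambled library of the same set (vertical axis) for each siRNA and control (horizontal axis), with 1 point per replicate set. The 5p points, at 0.18 and 0.49, are the highest of their sets.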

To functionally validate the expression results, we returned to the Dox-inducible *Dux-HA*, MERVL-GFP mESCs (Hendrickson et al., 2017) and used flow cytometry to directly measure the number of GFP+ cells in our different *Stag1* KD conditions (Figures 6F and 6G). Chaf1 is a chromatin accessibility factor previously shown to support conversion of mESCs toward totipotency (Ishiuchi et al., 2015). In support of the upregulation of the 2C-LC gene set in 5p KD mESCs, we observed an 8- to 9-fold increase in the proportion of GFP+ cells in 5p KD conditions compared with scramble-treated controls, similar to the published effect of Chaf1 KD (Figures 6F and 6G). There was a modest, but insignificant increase in GFP+ cells upon SP KD and no effect upon 3p KD. mESCs treated with both Chaf1 and 5p siRNAs had an additive effect on the proportion of GFP+ cells, suggesting that the two proteins function in complementary pathways for conversion toward 2C-LCs. Thus, 2C-LCs express N-terminal truncated *Stag1* isoforms, which in turn supports the maintenance or emergence of that state through rRNA repression and nucleolar changes. Together our results reveal a new and specific role for the N-terminus of STAG1 in the regulation of the 2C-LC state.

## Discussion

Most studies of cohesin function focus on the core trimer, despite the fact that it is the regulatory STAG subunit that is a pan-cancer target (Leiserson et al., 2015) and has clear roles in cell identity control (Viny et al., 2019). How these proteins contribute to cohesin’s functions, why cells have diversified them so extensively, and how their mutations lead so often to disease are poorly understood. Here, we reveal a novel role for *Stag1*, and in particular its unique N-terminal end, in regulating nucleolar integrity and 2C repression to maintain mESC identity. It has been known for a long time that several STAG paralogs exist in mammalian cells and that they have non-reciprocal functions with respect to chromosome structure and cohesion. By dissecting the diversity of naturally occurring *Stag1* isoforms in mESCs, we have shed new light not only on the unique divergent ends of the STAG paralogs but also the critical role that their levels play in cell fate control. Our results highlight the importance of careful understanding of chromatin regulators in cell-specific contexts.

*Stag1* knockout (Stag1^Δ/Δ^) ESCs give rise to mice that survive to E13.5 (Remeseiro et al., 2012a, 2012b). At first this observation seems at odds with our report that *Stag1* is required for pluripotency. However, our observations may in fact explain why the *Stag1*^Δ/Δ^ mouse model does not exhibit early embryonic lethality. In this model, only the 5′ region of *Stag1* was targeted, meaning that the *Stag1* isoforms lacking the N-terminus may still be retained in the targeted ESCs. This is consistent with our results showing that 5p KD cells have not lost their ability to self-renew nor is their pluripotency gene signature affected. It further suggests that changes to the nucleolus may exist in these cells. We acknowledge that, while the N-terminus is important for regulation of totipotency *in vitro*, it is possible that it may be dispensable *in vivo* during early development and future work in mice could resolve this.

The nucleolus is held together by liquid-liquid phase separation (PS), which is driven by the association of rDNA with nucleolar proteins and is dependent on continual rRNA synthesis (Feric et al., 2016; Yao et al., 2019). However, in one- to two-cell embryos, nucleoli lack distinct compartments, and exhibit low rRNA synthesis and low translation (Borsos and Torres-Padilla, 2016). Similarly, changes to rRNA synthesis or nucleolar PS are sufficient to convert ESCs toward the 2C-LC state, either through Dux dissociation from the nucleolar periphery and consequently its de-repression (Xie et al., 2022) or p53-mediated nucleolar stress (Grow et al., 2021). Other proteins including the NCL/TRIM28 complex (Percharde et al., 2018) and nucleolar LIN28 (Sun et al., 2021) have been shown to contribute to nucleolar integrity and repress DUX expression. In this context, our results position STAG1, and specifically its N-terminal end, as a novel regulator of the 2C-ESC transition through the control of nucleolar integrity. STAG1 is localized to the nucleolar periphery and interacts with the nucleolar proteins NCL/TRIM28 as well as being bound to and supporting rDNA and LINE-1 element expression. Our results suggest that the N-terminus of STAG1 plays a specific role in repressing conversion to the 2C state. STAG1 may contribute to nucleolar structure and function via both the regulation of rRNA expression as well as by supporting nucleolar PS through interactions with nucleolar regulators. In this context, modulating the availability of the N- or C-terminus of STAG1 may be a way in which ESCs impact nucleolar structure and function and thus cell identity. Our results also point to the different ends of STAG1 interacting with different protein partners since mESCs retaining the C-terminus of STAG1 do not exhibit changes to the nucleolus and do not convert into 2C-LCs. This is also supported by the different gene expression programs affected in the KDs that select for N-terminalΔ or C-terminalΔ isoforms. It may in fact be quite important for ESCs to express a diversity of alternative *Stag1* isoforms to support the plasticity of nucleolar structure and a range of cell fate options from totipotency to primed pluripotency.

Finally, *Stags* are commonly mutated in cancers (Leiserson et al., 2015). Our results point to misregulation of STAG proteins as leading to changes in epigenetic regulation that move beyond changes to TADs and protein-coding genes. Instead, they support a role for hierarchical changes to chromatin organization, nucleolar structure and function, and repeat deregulation in cell fate determination. Careful analysis of *Stag2*-mutant cancers should shed light on these and deliver new insights into cancers that harbor these mutations.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, Suzana Hadjur ().

#### Materials availability

Mouse ESC lines generated in this study are available from the lead contact with a completed Materials Transfer Agreement.

### ESC culture, siRNA KD, and qRT-PCR

Male E14 mESCs were cultured in serum (FCS) or naive (2i) conditions. Serum-cultured cells were grown on 0.1% gelatin-coated plates in GMEM, 10% FCS (Sigma), NEAA, Na pyruvate, 0.1 mM β-mercaptoethanol (BMe), GlutaMAX, and freshly added LIF (1:10,000). 2i-cultured cells were grown on plates coated with fibronectin, in DMEM:F12/neurobasal 1:1, KnockOut Serum Replacement, N2, B27, GlutaMAX, 1 μM PD0325901, 3 μM CHIR9902, 0.1 mM BMe, and freshly added LIF as above. DuxHA/MERVL-GFP cells were cultured in 2i conditions. siRNAs were purchased from Horizon Discovery (previously Dharmacon) or Sigma (for “enzymatically derived” esiRNAs). siRNA KDs were performed for 24 or 72 h (for Figure 6) in 6-well plates where 200,000 cells were seeded for 72 h KDs, and 400,000 for 24 h KDs. siRNAs (50 pmol) were transfected using RNAiMax Lipofectamine at the time of seeding and, after 48 h for 72 h time points. Two siRNA controls were used, scrambled (scr) was D-001810-10 and Luciferase (esiLuc) Sigma. siSA1 SP was derived from equimolar ratios of commercial siRNAs (D-041989-02, -04, -05, -06, -07, or -08). siSA1 5p was a custom Duplex siRNA sequence (AGGAGCAGGUCGUGGAAGAUU). siSA1 3p was derived from equimolar ratios of commercial siRNAs J-041989-05, -07, or -08. esiRNA to SATS was a custom-made product (Sigma) to the entire SATS 5′ UTR (mm10 chr9:100,597,794–100,598,109). 

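*Stag1* lies on chromosome 9 of GRCm38 (mm10), plus strand, from 100597798 to 100959375, with 17 annotated transcripts, of which 7 are coding. The 19 bases of the 5p siRNA that match the genome, AGGAGCAGGTCGTGGAAGA, lie at 100738040 to 100738058. In transcript Stag1-201 this is coding sequence in exon 4 of 33. The surrounding sequence is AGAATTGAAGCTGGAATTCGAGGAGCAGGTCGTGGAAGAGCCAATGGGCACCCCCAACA. The target is in 8 of the annotated *Stag1* transcripts and in no annotated transcript of another gene. The guide strand of this siRNA is UCUUCCACGACCUGCUCCU, with the seed CUUCCAC at positions 2 to 8 from its 5′ end. The interval of the SATS 5′ UTR spans 316 bases, from 100597794 to 100598109. It overlaps 312 bases of exon 1 of transcript Stag1-205, which ends at the same base, and lies in the 5′ UTR, upstream of the coding sequence that starts at 100705226. The sequences of the commercial siRNAs of the SP and 3p pools are not used here.

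**Figure D4:**
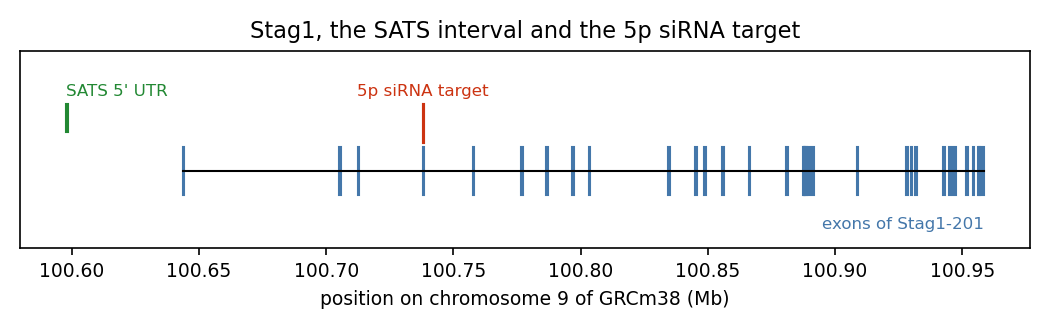
Exons of transcript Stag1-201 (bars on the line) along chromosome 9 of GRCm38 (horizontal axis, Mb), with the SATS 5′ UTR interval and the target of the 5p siRNA. The SATS interval lies upstream of the exons of this transcript, and the 5p target lies at its exon 4.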

Total RNA was isolated using a Monarch RNA prep kit (NEB). Reverse transcription was performed on 0.5 μg DNase-treated total RNA using Lunascript RT (NEB) in 20-μL reactions. qPCR was performed using 2× SensiFAST SYBR No-ROX kit (Bioline) in 20 μL reactions using 1 μL of RT reaction as input and 0.4 μM of each primer.

### AP assay and quantification

Cells were seeded in 6-well plates and transfected with siRNAs as above. After 24 h, cells were collected for RNA isolation and KD efficiency analyzed by qRT-PCR. Cells from each condition were counted and 1,000 cells per well seeded into a new 6-well plate. Cells were re-transfected after 48 h using 5 pmol of siRNAs. Four days after seeding cells at clonal density, the cells were assayed for AP expression using a StemTAG Alkaline Phosphatase staining kit (Cell Biolabs CBA-300). AP-stained cells were imaged in 6-well plates using an M7000 Imaging System (Zeiss) with a 4× objective and a trans-illumination bright-field light source. For quantification, the area occupied from all colonies/conditions was assessed (using the area tool in ImageJ) and then, separately, the area of the dark purple/AP^hi^ colonies was assessed. To normalize for the number of colonies, the AP^hi^ area was expressed as a fraction of the total colony area (percent of total). The percentages are shown relative to 1 in the main figures for the heatmaps for each biological replicate separately.

### RACE and PCR mini screen

RACE was performed using GeneRacer kit (RLM RACE, Invitrogen L1500). Two micrograms of total RNA was used as input. Final products were amplified by nested PCR, using Kapa 2× MasterMix. First, PCR was carried out in a 50 μL reaction using 1 μL RT as input, 25 cycles. DNA was purified using a QIAGEN PCR Purification kit, and nested PCR was performed on a 10th of the first PCR for 30 cycles. The viewpoint for 5′ RACE was in exon 2 (Figure 3A) or exon 8 (Figure 3B) of Stag1. The viewpoint for 3′ RACE was in exon 23 (Figure 3C). RACE primer details can be found in Table S3. PCR products were excised from the gel, A-tailed using Klenow exo- (NEB) and cloned into pCR4-TOPO vector (Invitrogen). At least three clones were sequenced per PCR product. For the PCR Mini-Screen, forward primers at either SATS or canonical 5′ UTR were used with reverse primers either at the end of Stag1 canonical coding sequence, or at the end of coding sequence in intron 25 (see Table S3). PCR was performed using Kapa 2× MasterMix. DNA was excised from the gel, A-tailed, and cloned into pCR4-TOPO. At least six clones per PCR product were Sanger sequenced. Sequences from the PCR Mini-screen were aligned using Minimap2 (2.14-r884) in “splice” mode to ensure long read splice alignment (Figures 3D and S3A).

### Protein analysis including WBs, coIP, and IF

Please see supplemental experimental procedures where these are described in detail.

### Nascent transcription and translation analysis

For nascent transcription analysis, we used the Click-iT RNA Alexa Fluor 488 HCS Assay (Invitrogen C10327). Cells were labeled with 1 mM EU for 45 min at 37°C in fresh medium. Cells were fixed in solution or onto coverslips with 3.7% paraformaldehyde and permeabilized with 0.5% Triton X-solution. Cells were incubated with the Click-iT reaction cocktail for 30 min and then either processed further for IF (directly to the blocking step) or analyzed by flow cytometry on a BD Fortessa X20. For the nascent translation analysis, a Click-iT HPG Alexa Fluor 594 Protein Synthesis Assay Kit (Invitrogen C10429) was used. Cells were pre-incubated at 37°C in methionine-free medium for 30 min before addition of HPG at 50 μM. Cells were incubated with HPG for 30 min, then collected, fixed, permeabilized, and stained using Click-It reaction in low retention tubes. HPG incorporation was measured by flow cytometry. FACS analysis was done with FloJo software (v.10.7.1).

### RNA-seq library preparation and sequencing

ESCs were treated for 24 h with siRNA pools to *Stag1* and two sets of control siRNAs, scrambled (SCR), and Luciferase (Luc). There are three replicate sets for SP KD and two for the siRNA pools (SATS, SP, 3p, and 5p). Total RNA was isolated using an NEB Monarch RNA prep kit. One microgram of total RNA was rRNA-depleted using an NEBNext rRNA depletion kit (human/mouse/rat). Libraries were prepared from 10 to 50 ng rRNA-depleted total RNA using an NEBNext Ultra II directional RNAseq kit according to the manufacturer’s instructions using eight cycles of PCR. All ESC FCS libraries were rRNA depleted and the ESC 2i libraries were poly(A) enriched (with two rounds of enrichment). RNA-seq libraries were sequenced on the Illumina HiSeq3000 platform, with 75 bp paired-end or single-end reads. Reads were quality controlled using FASTQC. RNA-seq data were processed using the RNA-seq Nextflow pipeline (v.19.01.0), with the following parameters: –aligner hisat2 –genome mm10, with –reverse_stranded specified for paired-end samples. FeatureCounts output was parsed through edgeR (v.3.16.5) and DESeq2 (v.1.14.1) to generate normalized expression counts. The normalized counts for RNA-seq (Figure 1) were calculated in edgeR. Low-expressed genes were removed (rowSum cpm <2 across SCR and SA1SP replicates), normalization factors were calculated using calcNormFactors, and dispersions estimated using estimateDisp. The edgeR volcano plot statistics were calculated using the exactTest and topTags functions. To generate the normalized counts for RNA-seq experiments required to calculate the log2FC GSEA ranked lists, the FeatureCounts output for all experiments was combined into a single table and read into DESeq2. A DESeq2 object was built using the function DESeqDataSetFromMatrix and estimation of size factors and dispersions were calculated using the DEseq function. Normalized counts were calculated using the “counts” function. Low-expressed genes (rowSum normalized count <10 across all samples) were removed. See supplemental experimental procedures for detailed information about GSEA and VAST-tools.

### PacBio library, sequencing, and analysis

ESCs were cultured in naive 2i conditions, and poly(A)-enriched mRNAs were hybridized to a custom biotinylated oligonucleotide probe set. Post-capture, mRNAs were amplified using the Clontech SMARTer PCR cDNA Synthesis Kit with nine cycles and used in the SMRTbell library prep according to the manufacturer’s instructions. The library was sequenced on the SMRTseq 2000 platform. PacBio reads were processed through the SMRTLINK v.8.0.0 IsoSeq3 pipeline. A total of 403,995 circular consensus sequences (CCSs) were generated using default parameters (--minPasses = 1, --min-rq = 0.8, CCS Polish = No). Further refining through lima (removal of adapters and correct orientation of sequences), poly(A) trimming, and concatamer removal resulted in 265,106 full-length non-chimeric (FLNC) reads. FLNC reads were aligned to the mm10 genome using Minimap2 with the following parameters (-ax splice, -uf, -k14).

### ChIP-seq analysis

Previously published STAG1 ChIP-seq datasets from ES 2i cells (GSE126659) were trimmed using trim_galore and aligned to mm10 using bowtie2. Peak detection was performed with MACS2 using unique reads (MAPQ ≥ 2). Peaks were overlapped with genomic features in a hierarchical manner (promoters > exons > repeats > introns > intergenic), and overlap frequency was compared with a randomly shuffled version of the peaks. To identify repeat families enriched for STAG1 peaks, a previously described pipeline was used (Deniz et al., 2020) that compares family-levels overlap frequency with that observed in 1,000 permutations of random peak shuffling. Coverage profiles across specific TE families were generated using HOMER and including multi-mapping reads (MAPQ < 2).

### UMI-4C and Hi-C

Please see the supplemental experimental procedures where these are described in detail.

## Data Availability

Genomic data generated in this study are available at GEO with the Accession GSE160390.

How the deposited data were processed for this re-analysis (not part of the article)

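RNA-seq of serum-grown mESCs was analysed in 16 libraries of 3 replicate sets. Set 1 held 1 library of scrambled siRNA and 3 of SP siRNA (1a, 1b and 1c). Set 2 held 1 library each of scrambled, SP, 3p, 5p and SATS siRNA and 1 of untreated cells, and set 3 held the same siRNAs and 1 library of luciferase siRNA. Knockdowns lasted 24 h. The libraries of cells grown in 2i were not analysed here, and neither were the sequences of the SP and 3p pools, the paper's gene sets or the proteomic and imaging data. Conditions and set numbers were taken from the sample labels and the methods.

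The deposited values are a normalized signal and not counts. The authors aligned the reads to mm10 with hisat2 in a Nextflow pipeline, counted them per gene with featureCounts and, for the table of all sets, divided the counts by DESeq2 size factors, so that the deposited signal of a gene is its reads over 1 factor per library. For the table of set 1 the authors computed CPM of the effective library size in edgeR. According to the methods, genes with a low sum were removed. In the table of all sets, 1503 of 18659 genes had a summed value under 10, so these values had not been filtered in that way over its 16 libraries. All 10741 genes of the table of set 1 were in the table of all sets. Within a library all values are whole multiples of the value of 1 read. Dividing by it gave whole reads for 100% of the values, and the depth per library was computed from these reads.

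The 4 libraries of set 1 held 9023224 to 14040830 reads on genes (median 10993076), and the 12 libraries of sets 2 and 3 held 32137666 to 45660840 (median 35430780). *Rn45s* took 69.2% to 79.1% of the reads in set 1 and 14.7% to 23.9% in the other sets. *Lars2* took 3.68% to 4.14% in set 1 and at most 0.0237% in the other sets. The smallest level counted as detected was 3 reads. Counting error is therefore larger in set 1 than in sets 2 and 3. PCR reads are not independent molecules, so depth bounds counting error only. Whether set 1 differs in read type (the methods give both paired-end and single-end reads) is not stated per library.

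From the deposited values, log2(value + 1) was fitted with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, over genes with a summed value of at least 10 in the libraries fitted. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. SP was compared with scrambled siRNA over 3 sets, with the 3 SP libraries of set 1 averaged to 1 sample (15970 genes). The panel was fitted over the 10 libraries of scrambled, SP, 3p, 5p and SATS siRNA in sets 2 and 3 (16490 genes), and 5p was also compared with 3p. Fold changes on this scale understate the change of low genes. For set 1 alone, the mean of the SP libraries was divided by the scrambled library, without a test. Genes named were those named for RNA-seq or as 2C markers in the paper or labelled in Figure 1E, and for each knockdown the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold, changed the same way in every set, with a mean value of at least 50. This rule gave 2 genes, *Stag1* and *Tmem168*. Other genes named were chosen after their values were seen. *Gm6763* and *AW822073* were not matched to a gene of the table, and *Dux* has no coordinates under that symbol in the annotation used.

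Replicate sets were paired by the set numbers in the labels. Each comparison was run without and with the set as a block. Deviations of same-numbered samples from their group means correlated at 0.80 in the SP comparison (0.77 to 0.82) and at 0.86 in the panel (0.81 to 0.93), and samples with other numbers at −0.37 in the SP comparison. In the panel, with 2 samples per group, the deviations mirror each other, so that the correlation with the other number is fixed by the design. In the SP comparison the deviations within a group cancel too. The −0.37 therefore largely follows from the 0.80 and adds no evidence for the pairing.

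Gene lists (naive, primed, 2C, ribosomal protein, interferon response and p53 targets) were written by hand before the data were examined. Their enrichment was computed with fgsea 1.28.0 on log2 fold changes (weight 1), with Benjamini-Hochberg adjustment over 16 scores, and over 3 scores for 5p against 3p. Its p-values, and those of camera (limma, inter-gene correlation 0.01), take genes as units and say nothing on replicates. For each set, the list's median was placed among 10000 random lists matched on mean expression.

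The target of the 5p siRNA and its seed were matched to the transcripts of GRCm38. The 3′ UTRs of 10604 genes with a mean value of at least 50 were searched for each of 16040 heptamers held by at least 50 genes, and the log2 fold changes of genes with and without a heptamer were compared after adjustment for UTR length and GC content.

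The calls of limma and edgeR, the enrichment of 1 list by fgsea and the heptamer search were tested on simulated data. The replicate block, camera, the thinning of reads, the GC and length trends, the matched random lists and the splits were not. Of 200 genes changed in simulated counts with a dispersion of 0.01, limma recovered 100% with 3 samples per group (16853 genes). It recovered 99.5% with 2 samples per group (16384 genes), and 76% with a dispersion of 0.05 and 3 samples per group (16854 genes). The simulated libraries had the depth of sets 2 and 3 and no deviation shared within a set. The real samples deviated together by set, so these percentages do not give the power of the real comparisons. A simulated shift of −0.2 for 1 heptamer was estimated as −0.205, at rank 1 of 16040 (10604 genes).

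The alternatives set before the data were examined were the replicate block, median-ratio size factors and quantile normalization, no filter and a mean value of at least 50, pseudocounts of 0.1 and 10, DESeq2 1.42.0 and the exact test of edgeR 4.0.16 on the recovered reads, the SP libraries of set 1 as 3 samples, sets 2 and 3 only, all control libraries, only the 2 groups compared, each replicate left out, camera, and ranking by the moderated t. Chosen after the data were seen were edgeR's quasi-likelihood test on the recovered reads with and without the block, TMM for the level of *Stag1*, the ranking by moderated t and camera with the block, the exact test on set 1 alone, the values of the table of all sets for set 1, the search for heptamers shared between the pools, the adjustment over the named genes alone, the search of every annotated 3′ UTR for the 2C list, and a repeat of the thinning of reads over the genes of the set 1 table. The median-ratio setting was rescaled to the level of the deposited values after a first run, since the pseudocount otherwise acted on another scale.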

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

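The seed test of the 5p siRNA and the score of the 2C list without genes that hold a seed match were set before their results were seen, while single genes named here, *Stag2* included, were chosen after their values were seen.

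A signal stood out in data on which the paper does not report, the 3′ UTRs of genes that change in the 5p knockdown. Among 10604 genes with a mean value of at least 50, 1416 hold GTGGAAG in their 3′ UTR, the heptamer that pairs with the seed CUUCCAC of the 5p guide strand. Their median log2 fold change in 5p was −0.067, against 0.010 for the 9188 genes without it. After adjustment for UTR length and GC content the shift was −0.114 (−0.0997 in set 2 and −0.128 in set 3). Among 16040 heptamers this one had rank 1 for the lowest fold changes in 5p, in set 2 and set 3 alike and in their mean, and rank 1 in 5p against 3p in both sets. Of the 100 genes that fell most in 5p, 53 hold the heptamer, against 13.4% of all genes. In the fit with the replicate set as a block, 128 of the 271 genes called as lower in 5p hold it (47.2%), and 4 of the 89 called as higher (4.49%; limma with Benjamini-Hochberg adjustment).

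The heptamer stood at ranks 15361 and 5606 in 3p (sets 2 and 3), 7761 and 12954 in SATS, 14019, 13123 and 6028 in SP (sets 1, 2 and 3), 6874 in the untreated library and 2433 in the luciferase library. A bias of library, depth or normalization would have to act on the pair of 5p libraries and on this heptamer. UTR length and GC content were in the adjustment and leave the shift of −0.114. Reads shared between paralogs and reads from another organism were not tested. Seed matches of the 5p siRNA guide strand in 3' UTRs were tested by the rank in the mean of sets 2 and 3. Rank 1 would follow if seed pairing of the 5p siRNA lowers some transcripts independently of *Stag1*. That remains a hypothesis, since no other siRNA sequenced here is known to target the same exon. The SATS siRNA mixture is also directed to the 5′ end, but to the 5′ UTR, and left *Stag1* at 50.1% of scr. A direct effect of losing the 5′ end of *Stag1* on the same genes cannot be excluded from these libraries, but it gives no reason for this heptamer to rank first.

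*Stag2*, the paralog of *Stag1*, holds 1 match to the seed in its 3′ UTR. It changed by −0.34 in set 2 and −0.47 in set 3 under 5p, and by 0.15 and 0.17 under 3p. Between 5p and 3p the log2 difference was −0.56 (standard error 0.43, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). The adjusted p was 0.00247 with the replicate set as a block, where same-numbered samples correlated at 0.86. *Lin28a*, a gene of the primed list with 1 match, changed by −0.54 and −0.83 under 5p, and by −0.01 and −0.03 under 3p. The paper's Discussion counts nucleolar LIN28 among the proteins that support nucleolar integrity and repress DUX. *Tmem168*, with 2 matches, changed by −1.34 and −1.62, and *Selt*, with 3 matches, by −1.14 and −1.84. Not every fall goes with a match: *Slc20a1*, with 0 matches, changed by −0.79 and −1.16. The 3′ UTR of *Nanog* holds 0 matches.

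The rise of the 2C list in 5p was set against seed matches. Of its 55 tested members, 12 were among the genes whose 3′ UTRs were searched, and 0 of these hold the heptamer. Leaving out the 1416 holders therefore removed no member, so the score had little room to move, and it was 2.31 against 2.37 with all genes. When every annotated 3′ UTR was searched whatever the mean value of its gene, a search chosen after the result was seen, 45 members had a 3′ UTR and 1 of them held the heptamer, and the score without the holders was 2.29. Seed matches lower their holders, so with 1 holder a direct effect on these 45 members does not account for a rise. Indirect effects that follow from a fallen seed target, such as *Stag2* or *Lin28a*, were not tested.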

How the results depend on the processing

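The settings named as edgeR quasi-likelihood, and the moderated t and camera with the block, were chosen after the data were seen. For each change listed in this part the cause was not tested. P-values are adjusted by Benjamini-Hochberg, over genes after limma, DESeq2 or edgeR and over scores after fgsea or camera. Across all settings, 94 counts and percentages stayed near their value and 55 moved. Of the enrichment scores, 285 kept direction and side of the threshold, 23 reversed, 28 became stronger, 13 became weaker and 16, with 1 library left per group, moved. Of the named genes, 528 values kept both, 26 reversed, 20 became stronger and 3 became weaker.

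The naive list fell in SP under all 18 settings that rank genes (scores from −3.07 to −1.61) and under camera without and with the block (adjusted p = 5.59e-07 and 2.58e-14). The level of *Stag1* in percent of scrambled siRNA was 23.0% in SP, 21.2% in 5p and 50.1% in SATS with median-ratio size factors, and 23.1%, 21.2% and 50.5% with TMM, chosen after the data were seen. With 1 set left out it ranged from 19.6% to 25.7% in SP, 17.3% to 20.9% in 3p, 19.0% to 23.5% in 5p and 49.7% to 50.5% in SATS. Leaving out 1 of 2 or 3 values always moves their mean by less than their SD, so these ranges show no stability.

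Of the genes of SP against scrambled siRNA, 0 passed the threshold (84 at an unadjusted p under 0.05). With DESeq2, with the exact test, with the set 1 SP libraries as 3 samples, and in sets 2 and 3 alone, 1 gene passed in each, and 1 gene also passed with a 2-fold change. With edgeR quasi-likelihood and the block, 66 passed, 8 of them with a 2-fold change, while limma with the block gave 0 (935 at an unadjusted p under 0.05). Left out in turn, sets 1, 2 and 3 gave 0 genes each, with 166, 26 and 22 at an unadjusted p under 0.05. Of the genes that rose at least 2-fold there were 638, and 182 with quantile normalization, 60 with a mean value of at least 50, 1334 with a pseudocount of 0.1, 19 with a pseudocount of 10, 184 with DESeq2, 177 with the exact test, 46 in sets 2 and 3 alone, and 174 and 107 with edgeR quasi-likelihood without and with the block. The fits that each left out 1 set gave from 24 to 1039. Of the genes that fell at least 2-fold there were 201, and 227 with quantile normalization, 8 with a mean value of at least 50, 370 with a pseudocount of 0.1, 5 with a pseudocount of 10, 304 with DESeq2, 616 with the set 1 SP libraries as 3 samples and 71 in sets 2 and 3 alone. The fits that each left out 1 set gave from 38 to 406. In set 1 alone, the 389 genes up became 3 and the 216 genes down became 9 with a pseudocount of 10, which by itself hides changes of genes with values near or under 10, and leaving out SP library 1a, 1b or 1c gave from 273 to 490 up and from 195 to 371 down.

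The replicate block changed the number of genes past the threshold in the panel from 1 to 47 in 3p, from 2 to 391 in 5p, from 0 (650 at an unadjusted p under 0.05) to 436 in SATS and from 0 (674 at an unadjusted p under 0.05) to 537 in 5p against 3p. Same-numbered samples correlated at 0.86. EdgeR quasi-likelihood with the block gave 50, 397, 550 and 529 genes, DESeq2 5, 68, 3 and 88, and the exact test 2, 14, 1 and 20. With all control libraries there were 2 in 3p, 27 in 5p and 3 in 5p against 3p. With only the 2 groups compared, 3p and 5p gave 0 each (121 and 385 at an unadjusted p under 0.05).

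The primed list in SP (score 1.41) was past the threshold with quantile normalization (1.60), a mean value of at least 50 (1.97), a pseudocount of 10 (1.84), moderated t without and with the block (1.62 and 1.72) and camera without and with it (adjusted p = 0.0172 and 0.00475). It was reversed with DESeq2 (−0.93), in sets 2 and 3 alone (−1.20) and with edgeR quasi-likelihood (−0.92). With 1 set left out it ranged from −1.25 to 1.52, past the threshold without set 2 (1.44, adjusted p = 0.0467) and without set 3 (1.52, adjusted p = 0.0178) and reversed without set 1. Its adjusted p ranged from 1.07e-04 to 0.744 over the settings ranked by fgsea.

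The 2C list in SP (−1.31) was past the threshold with quantile normalization (−1.61), DESeq2 (−1.66), the exact test (−1.60), 3 samples for set 1 (−1.55) and edgeR quasi-likelihood without and with the block (−1.65 and −1.67). It was reversed with a mean value of at least 50 (0.88) and moderated t (0.93), and ranged from −1.44 to 0.86 with 1 set left out. It was past the threshold without set 3 (−1.44, adjusted p = 0.0283 from fgsea) and reversed without set 2 (0.86). The ribosomal protein list in SP (1.52) was no longer past the threshold with a pseudocount of 0.1 (1.21) and without set 2 (1.26, adjusted p = 0.152, with 4e-10 to 0.279 over the settings ranked by fgsea), and ranged from 1.26 to 1.83 with 1 set left out.

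In 3p the primed list (−0.71) was reversed with all control libraries (0.68), camera (adjusted p = 0.948) and moderated t without and with the block (0.85 and 0.80), and its adjusted p from fgsea ranged from 0.577 to 0.992. The 2C list in 3p (1.20) was reversed with a pseudocount of 0.1 (−1.02), DESeq2 (−1.25), the exact test (−1.23) and edgeR quasi-likelihood without and with the block (−1.20 and −1.20).

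In 5p the naive list (0.85) was reversed with a mean value of at least 50 (−0.98), camera (adjusted p = 0.948) and moderated t without and with the block (−0.63 and −1.06), and its adjusted p from fgsea ranged from 0.461 to 0.990. The primed list in 5p (−1.17) was past the threshold with a mean value of at least 50 (−1.47), a pseudocount of 10 (−1.56), and moderated t and camera with the block (−1.59 and adjusted p = 0.0343, with 0.0349 to 0.500 over the settings ranked by fgsea). The 2C list in 5p (2.37) was past the threshold except with camera without the block (adjusted p = 0.0696), and at most 0.0148 from fgsea.

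In SATS the naive list (−1.59) was no longer past the threshold with a pseudocount of 0.1 (−1.41), DESeq2 (−1.27), the exact test (−1.28), camera (adjusted p = 0.0756), moderated t (−1.40) and edgeR quasi-likelihood without and with the block (−1.28 and −1.41). Its adjusted p from fgsea ranged from 3.7e-05 to 0.188. The 2C list in SATS (−1.36) was past the threshold with DESeq2 (−1.85), the exact test (−1.86) and edgeR quasi-likelihood without and with the block (−1.85 and −1.73). It was reversed with a mean value of at least 50 (1.32), all control libraries (1.03) and only the 2 groups compared (1.06).

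In 5p against 3p the primed list (−1.25) was past the threshold with a pseudocount of 10 (−1.54), moderated t without and with the block (−1.47 and −1.60) and camera with the block (adjusted p = 0.0424, with 0.0129 to 0.318 over the settings ranked by fgsea). The 2C list (2.09) was no longer past the threshold with a mean value of at least 50 (1.4998), camera (adjusted p = 0.0922) and moderated t (1.32), and its adjusted p from fgsea was at most 0.0830.

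Leaving out set 2 or set 3 in the panel leaves 1 library per group, so these scores carry no test. In 3p they ranged from −2.18 to −1.18 for the naive, −1.18 to 1.49 for the 2C and −0.69 to 2.45 for the ribosomal protein list. In 5p they ranged from −0.79 to 1.03 for the naive, −1.48 to 0.81 for the primed, 1.52 to 2.30 for the 2C and 1.64 to 1.75 for the ribosomal protein list. In SATS they ranged from −1.59 to −1.41 for the naive, −1.34 to 0.75 for the primed, −1.83 to 1.42 for the 2C and 2.29 to 2.40 for the ribosomal protein list. In 5p against 3p they ranged from 1.16 to 2.21 for the naive, −1.42 to −0.78 for the primed and 1.84 to 2.12 for the 2C list.

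Single genes changed sign as well. With the set 1 SP libraries as 3 samples the log2 fold change in SP was 0.018 for *Ctcf*, −0.32 for *Lefty1* and −0.28 for *Dux*, and with median-ratio size factors −0.062 for *Lefty1*. For sets 2 and 3 alone it was −0.056 for *Dnmt3b*, −0.26 for *Fgf5*, −0.10 for *Pou3f1*, −0.17 for *Sox11*, −0.16 for *Lef1*, −0.16 for *Wt1* and −0.33 for *Dux*, and with edgeR quasi-likelihood and the block −0.10 for *Fgf5* and −0.28 for *Dux*. With 1 set left out in turn it ranged from −0.066 to 0.11 for *Smc3*, −0.27 to 0.63 for *Lefty1*, −0.056 to 0.61 for *Dnmt3b*, −0.26 to 0.83 for *Fgf5*, −0.10 to 1.33 for *Pou3f1*, −0.17 to 0.49 for *Sox11*, −0.16 to 0.76 for *Lef1*, −0.16 to 1.20 for *Wt1* and −0.33 to 0.57 for *Dux*. In SATS, *Nanog* had 0.0079 with median-ratio size factors, 0.0073 with all control libraries and 0.0022 with edgeR quasi-likelihood and the block.

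Depth limits set 1 most, where 1883691 to 4321867 reads per library lay outside *Rn45s*: a 2-fold change of a gene with few reads there is within counting error. For sets 2 and 3 depth limits the 2C list, of which 14 of 55 tested genes had a mean value of at least 50.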

Differences from the paper's values

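The paper states 375 genes upregulated by at least 2-fold upon *Stag1* KD, and over all sets the number was 638. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with the set 1 SP libraries as 3 samples (427). It was not with the replicate block (638), median-ratio size factors (586), quantile normalization (182), no filter (698), a mean value of at least 50 (60), pseudocounts of 0.1 (1334) and 10 (19), DESeq2 (184), the exact test (177), sets 2 and 3 alone (46) or with set 1, 2 or 3 left out (24, 1039 and 972). Chosen after the values were seen, edgeR's quasi-likelihood test gave 174 without and 107 with the block. In set 1 alone the number was 389, and 358 with a pseudocount of 0.1, 374 with a mean value of at least 50 and 3 with a pseudocount of 10. EdgeR's exact test on set 1 alone, chosen after the values were seen and named in the paper's methods, gave 375 genes up and 205 down. Both are equal to the paper's values. Set 1 holds 1 scrambled library and 3 SP libraries, while the legend of Figure 1E gives 3 independent replicates. The paper does not state which libraries entered these counts. The paper's number of downregulated genes, 205, stood beside 201 over all sets and 216 in set 1. Over all sets it ranged from 5 with a pseudocount of 10 to 616 with the set 1 SP libraries as 3 samples. Sets 2 and 3 alone gave 71, and leaving out set 1, 2 or 3 gave 38, 406 and 378. It stayed within 1.5 times the paper's with median-ratio size factors (195), quantile normalization (227), no filter (243), DESeq2 (304) and the exact test (230).

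The paper names *Nanog*, *Tbx3*, *Esrrb* and *Klf4* as lowered at least 2-fold. Over all sets 0 genes passed the threshold in SP by limma with Benjamini-Hochberg adjustment (84 at an unadjusted p under 0.05), and the 4 genes fell by less than 2-fold, with log2 fold changes of −0.59, −0.99, −0.65 and −0.61. In the mean of the 3 SP libraries of set 1 each fell by more than 2-fold. With edgeR's quasi-likelihood test on the recovered reads and the replicate set as a block, chosen after the values were seen, *Nanog* (−0.57, adjusted p = 0.0189), *Tbx3* (−0.92, 0.00584), *Esrrb* (−0.62, 0.0159), *Klf2* (−0.64, 0.0172), *Tfcp2l1* (−0.81, 0.00302) and *Prdm14* (−0.92, 0.0173) passed the threshold with Benjamini-Hochberg adjustment, and *Klf4* did not (−0.54, 0.104). Each of these 7 genes fell in 3 of 3 sets. Under the other settings run over all sets and all genes none of the 7 passed. For SP in sets 2 and 3 alone, limma with the block called *Tbx3* (−0.52, adjusted p = 0.0477) and *Tfcp2l1* (−0.49, 0.0190) over all genes with Benjamini-Hochberg adjustment, beside *Stag1* and *Lefty1*, which rose (0.63, 0.0115) and had fallen in set 1 (−1.16). Without the block *Tbx3*, *Tfcp2l1* and *Lefty1* did not pass there (adjusted p = 1.00 each). Adjusted over the 25 named genes alone, also chosen after the values were seen, *Nanog*, *Tbx3*, *Esrrb*, *Klf2*, *Tfcp2l1*, *Prdm14* and *Zfp42* passed in limma with the block.

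The paper names *Dnmt3b*, *Fgf5*, *Pou3f1* and *Sox11* as raised at least 2-fold. In the mean of the 3 SP libraries of set 1 they rose by more than 2-fold, and over all sets by 0.33, 0.44, 0.75 and 0.25 (log2). Sets 2 and 3 alone gave log2 fold changes of −0.06, −0.26, −0.10 and −0.17.

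For the primed signature the paper gives a rise in SP and in SATS. With other gene lists, the score over all sets in SP was 1.41 (adjusted p = 0.0777 from fgsea with Benjamini-Hochberg adjustment), past the threshold under some settings, and −1.20 in sets 2 and 3 alone. In SATS the score was −0.86 (adjusted p = 0.799 from the same test), with 21 of 55 genes higher, and it was above 0 only in set 2 alone (0.75, 1 library per group) among the settings run.

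The paper places the loss of the naive signature in 3p above that in SP and SATS. The scores here were −1.99 in 3p, −2.08 in SP of the same sets and −1.59 in SATS. In set 2 the mean log2 fold change of the naive list was −0.08 in 3p, −0.14 in SP and −0.11 in SATS, and in set 3 it was −0.29, −0.24 and −0.11.

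*Nanog* is lowered in 3p as in SP by the paper's qRT-PCR. In the RNA-seq of sets 2 and 3 it changed by −0.23 in 3p (adjusted p = 1.00, and 0.417 with the block) and by −0.34 in SP (adjusted p = 1.00, and 0.138 with the block, limma with Benjamini-Hochberg adjustment), so that over all genes it passed in neither. Adjusted over the 25 named genes alone, with the block, it passed in SP of these sets and not in 3p.

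By qRT-PCR the paper gives *Dux* and *Gm4981* as strongly raised in 5p, and its methods give knockdowns of 72 h for Figure 6. In the RNA-seq, from knockdowns of 24 h, *Dux* changed by 0.26 in 5p (adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment, and 0.843 with the block), with values of 11.5 and 3.24 against 11.3 and 1.98 in scrambled siRNA. *Gm4981* is listed at 0 in scrambled siRNA, and in 5p had 3 reads in set 2 and 0 in set 3, too few for a fold change. In 3p, where the paper reports no change of 2C genes, *Dux* changed by 0.25 (0.61 in set 2 and −0.11 in set 3). Between 5p and 3p its log2 difference was 0.0092 (standard error 1.08). *Dux* had 27 and 5 reads in scrambled siRNA, 24 and 7 in 5p and 43 and 4 in 3p (sets 2 and 3). These are too few to tell whether *Dux* rose in 5p or differed between 5p and 3p. For SP, where the paper gives a modest rise of these markers, *Dux* changed by 0.18 over all sets and by −0.33 in sets 2 and 3 alone.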

Other observations

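Among the tests in this part, those of the heptamers shared between the pools, of p53 targets, of the 2C members with higher values and of thinned reads over the genes of the set 1 table were chosen after the result was seen.

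Set 1 differed from the other sets beyond its depth. *Lars2* took 3.68% to 4.14% of its reads and at most 0.0237% elsewhere, and *Rn45s* 69.2% to 79.1% against 14.7% to 23.9%. Among 11019 genes, SP changed 543 up and 186 down by at least 2-fold in set 1, 1 up and 6 down in set 2, and 2 up and 9 down in set 3. For scale, the luciferase library differed from scrambled siRNA by at least 2-fold at 0 genes up and 1 down, and the untreated library at 4 up and 3 down. For 3p these counts were 6 and 2 in set 2 and 7 and 11 in set 3, for 5p 12 and 9 and then 6 and 36, and for SATS 14 and 1 and then 36 and 3.

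Why more genes changed in set 1 was tested in several ways. Sets 2 and 3 were thinned to the reads that set 1 has outside *Rn45s*. Over genes above 1 CPM in at least 2 libraries, set 2 went from 23 to 732.8 changed genes and set 3 from 33 to 796.6, which is 54.3% of the 1466 of set 1. Over the genes of the set 1 table, set 2 went from 9 to 146.45 and set 3 from 15 to 180.15, which is 29.4% of the 612 of set 1. The versions disagree: in the first, set 3 at the depth of set 1 reaches more than 50% of its count, and in the second it does not, so lower depth may account for part of the excess and how much cannot be told. The spread within set 1 was large for 1 of its SP libraries: 1c against the mean of the other SP libraries gave 836 genes, 1a gave 550 and 1b 273. The scrambled library gave 605 against all 3 and, against the same pairs, 468 in place of 1c, 861 in place of 1a and 693 in place of 1b. The spread thus exceeded the difference from scrambled siRNA for 1c and stayed below it for 1a and 1b. Set 1 showed little trend with GC content or transcript length that could be taken out. Among 10698 genes with a known transcript, 600 changed in set 1, and 599 and 601 did after removal of the GC and the length trend. The correlation of fold change with GC content was −0.069 in set 1, 0.39 in set 2 and −0.19 in set 3, and with length −0.019, −0.051 and 0.20. Lower depth and the spread between libraries remain as explanations, and in set 1 alone, with 1 scrambled library, an effect of the KD was not separated from them. Reads from other organisms were not tested.

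The comparison of SP with scrambled siRNA was set against other splits of the same 6 samples. There are 10 splits into 3 and 3, of which 4 part all same-numbered pairs, the real one included, so that no share under 0.05 can be reached. The other 6 part 1 pair and keep the other pairs together, which mixes differences between sets into the comparison, with 359 to 2256 genes at an unadjusted p under 0.05. In all 4 of 4 splits 0 genes passed the adjusted threshold of limma with Benjamini-Hochberg adjustment, without the block and with it, at 84 and 935 genes with an unadjusted p under 0.05 in the real split. No other split of the 4 reached these counts (1 of 4 in each case): without the block the others had 18, 17 and 37 genes and with it 99, 194 and 442. For genes changed at least 2-fold, 1 of 4 splits reached the real count of 839, and the others had 778, 775 and 742.

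For 33 measures (genes named in the paper, gene lists and the share of *Rn45s*), the 5 SP libraries were tested for 1 library far from the rest, and 0 were found, where chance gives 1.65. Other groups held 3 or fewer libraries and were not tested in this way.

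In 3p, the heptamer whose holders fell most was GTATAGA (778 genes), at rank 1 of 16040 in both sets, with shifts of −0.0765 and −0.114. It stood at rank 2 in SP over the mean of sets 2 and 3, 3037 in SP of set 1, 5890 in 5p and 6290 in SATS. Seed matches of siRNAs shared by the SP and 3p pools were tested by this rank in SP, and rank 2 is consistent with an siRNA shared by the SP and 3p pools that acts through its seed. By their catalogue endings, the methods list the siRNAs of the 3p pool in the SP pool as well. Another heptamer, ATGATTC (769 genes), stood at rank 2 in 3p and rank 3 in SP over the mean of sets 2 and 3. Its shifts there were −0.074 and −0.062. That these seeds act is a hypothesis, since the pool sequences are not used here. The fall of the naive list in 3p and SP was not tested without the holders of these heptamers. In SP the heptamer whose holders fell most in sets 2 and 3 was CGGATCA (115 genes), at rank 1 in both sets and at rank 1808 in 3p. In SP of set 1, from the same pool, it stood at rank 7670, so its fall was not seen there.

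The rise of the 2C list in 5p was tested for low values. The 14 members with a mean value of at least 50 had a normalized enrichment score of 1.62 (unadjusted p = 0.0297 from fgsea, which takes genes as units), and 9 of them rose in both sets, so the rise was not seen only among low genes. Reads shared between near-identical copies were not tested and remain a possible explanation. The summed value of the list was 13523.9 in scrambled siRNA and 13208.3 in 5p of set 2, and 10243.7 and 10573.1 in set 3. Within set 1 the mean log2 fold change of the list was 0.68 in SP library 1a, −1.23 in 1b and −0.97 in 1c, and *Dux* had values of 47.0, 3.22 and 0 there, against 6.70 in scrambled siRNA, on 10, 1, 0 and 1 reads. No explanation was tested for this spread.

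Nucleolar stress acting through p53 would raise p53 targets in 5p more than in 3p. The list of 30 genes had a normalized enrichment score of −1.39 in 5p against 3p (unadjusted p = 0.0716 from the gene permutations of fgsea), so that the test went the other way. Against scrambled siRNA the score was 1.29 in 5p (p = 0.132) and 1.75 in 3p (p = 0.00424), from the same permutations. The mean log2 fold change in set 3 was 0.12 in the luciferase library, 0.10 in 5p and 0.21 in 3p. The rise in 5p of set 3 was thus no larger than in a control. In set 2 the mean was −0.03 in the untreated library, 0.08 in 5p and 0.12 in 3p.

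The interferon-response list had a mean log2 fold change in set 2 of 0.22 in SP, 0.25 in 3p, 0.32 in 5p and 0.27 in SATS, and in set 3 of 0.13, 0.16, 0.26 and 0.22, beside −0.04 in the luciferase library. SP of set 1 stood at 0.01, and its libraries 1a, 1b and 1c at −0.45, −0.19 and −0.28. The median of untreated cells against scrambled siRNA was 0.0229, with 1 library of each. Scrambled siRNA was transfected as well, so a response common to all transfections cancels in the comparison of a KD with it, and this value does not test why the list was higher in the KDs of sets 2 and 3. No other explanation was tested.

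The ribosomal protein list rose in each KD, with scores of 1.52 in SP (adjusted p = 0.0131), 2.06 in 3p (6.03e-06), 1.84 in 5p (4.87e-04) and 2.55 in SATS (1.6e-09), all from fgsea with Benjamini-Hochberg adjustment. The mean log2 fold change was 0.24 and 0.01 in 3p, 0.12 and 0.13 in 5p and 0.21 and 0.39 in SATS (sets 2 and 3). It was 0.06 in the untreated and −0.01 in the luciferase library. The list's median stood at percentiles 99.98 and 100 in these controls, so a high percentile was not specific to the KDs. The paper states that its effects on rRNA and nucleolar function did not go with changed expression of ribosome subunits (Figure S5H), a panel not examined here. No biological explanation was tested.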
